# Identification of candidate long non-coding RNAs in response to myocardial infarction

**DOI:** 10.1186/1471-2164-15-460

**Published:** 2014-06-10

**Authors:** Jennifer Zangrando, Lu Zhang, Melanie Vausort, Fatiha Maskali, Pierre-Yves Marie, Daniel R Wagner, Yvan Devaux

**Keywords:** Myocardial infarction, Left ventricular remodeling, Non-coding RNAs

## Abstract

**Background:**

Long non-coding RNAs (lncRNAs) constitute a novel class of non-coding RNAs. LncRNAs regulate gene expression, thus having the possibility to modulate disease progression. In this study, we investigated the changes of lncRNAs expression in the heart after myocardial infarction (MI).

**Results:**

Adult male C57/BL6 mice were subjected to coronary ligation or sham operation. In a derivation group of 4 MI and 4 sham-operated mice sacrificed 24 hours after surgery, microarray analysis showed that MI was associated with up-regulation of 20 lncRNAs and down-regulation of 10 lncRNAs (fold-change >2). Among these, 2 lncRNAs, called myocardial infarction-associated transcript 1 (MIRT1) and 2 (MIRT2), showed robust up-regulation in the MI group: 5-fold and 13-fold, respectively. Up-regulation of these 2 lncRNAs after MI was confirmed by quantitative PCR in an independent validation group of 8 MI and 8 sham-operated mice (9-fold and 16-fold for MIRT1 and MIRT2, P < 0.001). In a time-course analysis involving 21 additional MI mice, the expression of both lncRNAs peaked 24 hours after MI and returned to baseline after 2 days. In situ hybridization revealed an up-regulation of MIRT1 expression in the left ventricle of MI mice. Expression of MIRT1 and MIRT2 correlated with the expression of multiple genes known to be involved in left ventricular remodeling. Mice with high level of expression of MIRT1 and MIRT2 had a preserved ejection fraction.

**Conclusion:**

Myocardial infarction induces important changes in the expression of lncRNAs in the heart. This study motivates further investigation of the role of lncRNAs in left ventricular remodeling.

**Electronic supplementary material:**

The online version of this article (doi: 10.1186/1471-2164-15-460) contains supplementary material, which is available to authorized users.

## Background

Cardiac diseases including stroke continue to be the main cause of death and disability in developed countries [1, 2]. Despite modern reperfusion strategies, a still significant proportion of patients develop left ventricular (LV) remodeling leading to heart failure after myocardial infarction (MI). Oxygen and nutrient deprivation to the heart induces severe damages, which can be of multiple types: necrosis or apoptosis of cardiac cells, cardiomyocyte hypertrophy, or fibrosis. Part of these damages can be induced by a de-regulation of gene expression.

Since the initial sequencing of the human genome more than a decade ago [3, 4], huge progress has been made in the understanding of its complexity. It appears now that only a minor part of the human DNA encodes proteins, while the remaining is transcribed into non-protein coding RNAs [5–7]. Non-coding RNAs have been arbitrarily dichotomized as short non-coding RNAs (20–22 nucleotides-long, called microRNAs, miRNAs) and long non-coding RNAs (lncRNAs, >200 nucleotides). While miRNAs down-regulate gene expression mostly by destabilization of target messenger RNA [8], the regulation of gene expression by lncRNAs appears to be much more complex, involving both activation and repression of gene expression, and modulation of chromatin architecture [9]. Since their discovery [10, 11], lncRNAs have emerged as attracting biomarkers and therapeutic targets in the oncology field. However, our knowledge of the role of lncRNAs in cardiovascular disease is only at its infancy.

Only few studies reported associations between lncRNAs and the heart. Two landmark studies reported the identification of 2 lncRNAs involved in cardiac development, Braveheart [12] and Fendrr [13]. In a genetic association study, the lncRNA MIAT (myocardial infarction-associated transcript) has been shown to be associated with the risk of MI [14]. Recent studies reported dysregulation of lncRNA expression in the failing heart [15, 16]. However, the role of lncRNAs in the infarcted heart is still poorly characterized. In particular, whether lncRNAs may affect the course of LV remodeling post MI is unknown.

The present study was designed to (1) determine the effect of MI on the expression of lncRNAs in the heart, and (2) identify lncRNAs potentially involved in LV remodeling post MI.

## Methods

### Animal experiments

This study was conducted in accordance with the regulations of the Animal Welfare Act of the National Institutes of Health Guide for the Care and Use of Laboratory Animals (NIH Publication No.85–23, revised 1996). Protocols were approved by the Regional Veterinary Department (‘Direction Départementale de la Protection des Populations’), agreements RAR1A03516811825 and 54–100.

Mice were anesthetized by inhalation of isoflurane/oxygen mixture (2.5%/1.5 v/v). When the mice were unresponsive to toe-pinch, they were intubated and ventilated with a rodent respirator and were placed on a heating pad. A left thoracotomy of the third interrib space was performed to expose the heart. After pericardial incision, permanent occlusion of the anterior interventricular artery was performed with a 7–0 Prolene suture. Having confirmed the presence of myocardial infarction by observation of ventricular blanching, ribs were closed with a 6.0 Vicryl suture, muscles were repositioned and the skin was sutured. The endotracheal tube was removed after spontaneous breathing. After surgery, mice were placed in an incubator at 30°C for at least 30 min and then returned to their cages.

For FDG-PET exam, mice received a pre-medication of 100 mg/kg of Acipimox in two intraperitoneal injections. The first dose was injected 1 hour before the injection of FDG and the second dose simultaneously to FDG injection. Pre-medication with Acipimox allows a higher myocardial uptake of FDG and enhanced signal to noise and myocardial to blood activity ratios [17]. One hour before the exam, 37 MBq of FDG was injected in tail vein. Recording was performed during 40 min under continuous isoflurane anaesthesia using a dedicated small animal PET system (Inveon, Siemens, Knoxville, TN, USA). FDG uptake was determined on collapsed short-axis slices in each segment from the 17-segment LV division from the American Heart Association [18] using the QPS software [19]. Left ventricular (LV) end-diastolic volume (EDV), LV end-systolic volume (ESV) and LV ejection fraction (EF) were obtained from contiguous ECG-triggered short-axis slices using the QGS software.

Mice were sacrificed with an overdose of isoflurane/oxygen mixture. Blood was harvested by cardiac puncture. Heart was excised and immediately homogenized in Lysis Binding Buffer (mirVana isolation kit, Life technologies) for extraction of total RNA using the mirVana isolation kit (Life technologies, Merelbeke, Belgium) according to manufacturer’s instructions. On-column DNase I digestion (Qiagen, Venlo, The Netherlands) was performed to eliminate potential contamination with genomic DNA. Concentration and integrity of RNA were assessed using a Nanodrop spectrophotometer (Nanodrop products, Wilmington, USA) and a 2100 Bioanalyzer (Agilent technologies, Santa Clara, USA), respectively.

### Microarrays

Agilent microarray platform was used with Low input Quick Amp labeling kit (Agilent) according to manufacturer’s instructions. Briefly, one-color spike mix was added to 200 ng of total RNA prior to amplification and labeling steps. Complementary RNA was purified with RNeasy Mini kit (Qiagen) and hybridized onto mouse SurePrint G3 microarrays (8x60K, Agilent). High-resolution microarray scanner (Agilent) and Feature Extraction software were used to scan the slide and extract raw microarrays data. Microarray data are available in the NCBI Gene Expression Omnibus [http://www.ncbi.nlm.nih.gov/geo] under the accession number GSE46395.

Pre-processing of raw data was performed using Limma [20] and VSN [21] packages rooted in the statistical computing environment R. Spots with a signal that was not significantly greater than the corresponding background – flag automatically established by Feature Extraction – were removed. Normalization between arrays was performed with Agilent spike-in probes. Principal component analysis was performed with R package ClassDiscovery [22]. After removing control probes and the probes that were detected in less than 4 samples per microarray slide, differentially expressed transcripts were determined using the *t*-test procedure within Significance Analysis of Microarrays version 3.09 which uses data permutations to estimate false discovery rate for multiple testing [23]. 100 permutations were used in our analyses. Heatmaps were created using Cluster 3.0 and TreeView [24]. Functional annotation and enrichment analysis of differentially expressed genes were performed with DAVID [25] (The Database for Annotation, Visualization and Integrated Discovery).

### LncRNA identification and construction of correlation networks

Microarrays were re-annotated for lncRNAs on a probe level. Briefly, microarray probes without accession prefix NM (i.e. protein-coding), according to the manufacturer, were aligned with lncRNAs from lncRNAdb [26], RefSeq [27] and Ensembl ncRNA [28] databases using BLAST + [29] rooted in the Perl environment. Only the probes that perfectly matched lncRNAs and did not match protein-coding RNAs (NM prefix transcripts from RefSeq) were considered as probes for lncRNAs.

Spearman’s rank correlation coefficient between selected lncRNAs and other remodeling-related transcripts from Gene database was obtained using the R package WGCNA [30]. This package computes the correlation coefficients and significance is determined by Student’s test. Correlations with a *P* value < 0.05 were visualized under the form of a network using CytoScape (PMID: 21149340).

### Real-time quantitative PCR

One μg of total RNA was reverse transcribed using Superscript II reverse transcriptase (Life technologies). Controls without reverse transcriptase were performed to ensure the absence of genomic DNA amplification during PCR. Real-time PCR was performed with IQ SYBR Green supermix in a CFX96 apparatus (Bio-rad, Nazareth, Belgium). PCR primers were designed using the Beacon Designer software (Premier Biosoft, USA) (Additional file 1: Table S1). PCR conditions were as follows: 3 min at 95°C, 30 s at 95°C, and 1 min annealing-extension (40-fold). Optimal annealing-extension temperature was determined for each primer pair. The specificity of the PCR reaction was confirmed by melting curve analysis. GAPDH was chosen as housekeeping gene for normalization. Expression levels were calculated by the relative quantification method (ΔΔCt) using the CFX Manager 2.1 software (Bio-Rad). Inter-run calibrator was used to normalize inter-run variations between separate real-time PCR runs.

### In situ hybridization

Hearts were fixed in formalin during 24 hours, and embedded in paraffin. 5-μm thick sections were performed. Expression of MIRT1 was assessed by in situ hybridization using the miRCURY LNA™ microRNA ISH Optimization Kit (Exiqon, Vedbaek, Denmark) according to the manufacturer's instructions. A scramble probe was used as negative control. Briefly, after deparaffinization with xylene and ethanol, sections were permeabilized with proteinase K (1 μg/mL). Then, sections were incubated with 40nM double-DIG LNA^TM^ MIRT1 probe (Exiqon) in hybridization solution (Sigma-Aldrich, Diegem, Belgium). Sections were washed and incubated with blocking solution (Roche, Howald, Luxembourg), and then with sheep anti-DIG antibodies coupled to alkaline phosphatase (Roche). Revelation was performed with NBT-BCIP solution (Roche) and the reaction was stopped with KTBT solution. Nuclei were stained with Nuclear Fast Red (Sigma-Aldrich).

### In situ hybridization coupled to immunostaining

To determine the cellular localization of MIRT1, in situ hybridization was performed as described above, with sheep anti-DIG antibodies coupled to fluorescein instead of alkaline phosphatase. Then, slides were subjected to immunohistochemical staining with a rabbit polyclonal antibody against sarcomeric alpha-actinin (Abcam, Cambridge, UK) to detect cardiomyocytes, a rabbit monoclonal antibody against vimentin (Abcam) to detect fibroblasts, or a rat monoclonal antibody against CD45 (SantaCruz, Heidelberg, Germany) to detect leukocytes. Alexa Fluor® 635-coupled goat anti-rabbit antibody and Alexa Fluor® 633-coupled goat anti-rat antibody were used as secondary antibodies (Invitrogen, Merelbeke, Belgium). Vectashield was used to reveal nuclei. Images were recorded on a confocal microscope (Zeiss Laser Scanning Microscope LSM 510 Carl Zeiss Microscopy, Oberkochen, Germany) using the LSM 510 META software (Carl Zeiss Microscopy, Oberkochen, Germany).

### Statistical analyses

Results are presented as mean ± standard deviation (SD). Statistical analyses were performed with the SigmaPlot v11.0 software. The Shapiro-Wilk normality test preceded all analyses. t-test and Mann–Whitney test were used to compare two groups of continuous variables following Gaussian and non-Gaussian distributions, respectively. Correlations between 2 variables were assessed using the Spearman test. Multiple group comparisons were performed using one-way analysis of variance and pairwise comparisons were performed using the Holm-Sidak method. All tests were two-tailed. A *P* value <0.05 was considered significant.

## Results

### Induction of MI in mice − derivation group

A derivation group of 8 mice, 4 subjected to MI through coronary ligation and 4 subjected to sham-operation, was used to study the effects of MI on the expression of lncRNAs in the heart using microarrays.Left ventricular function was assessed in all mice by FDG-PET 24 hours after surgery. As shown in Figure 1, this exam allowed the visualization of infarcted areas of the heart in MI mice, which were absent in sham-operated mice. Considering that infarcted areas display less than 50% FDG uptake (due to loss of metabolic activity of the cells, and to cell death), we calculated infarct size for each mice, which is the number of infarcted segments related to the total number of 17 segments (see Methods for details). MI mice had in average 4 ± 2 infarcted segments, which correspond to a mean infarct size of 24% of the left ventricle. Sham-operated mice did not display any segment with less than 50% FDG uptake. LV end-diastolic and end-systolic volumes were significantly elevated, and the EF was reduced by 36% in average in MI mice compared to sham-operated mice.

**Figure 1:**
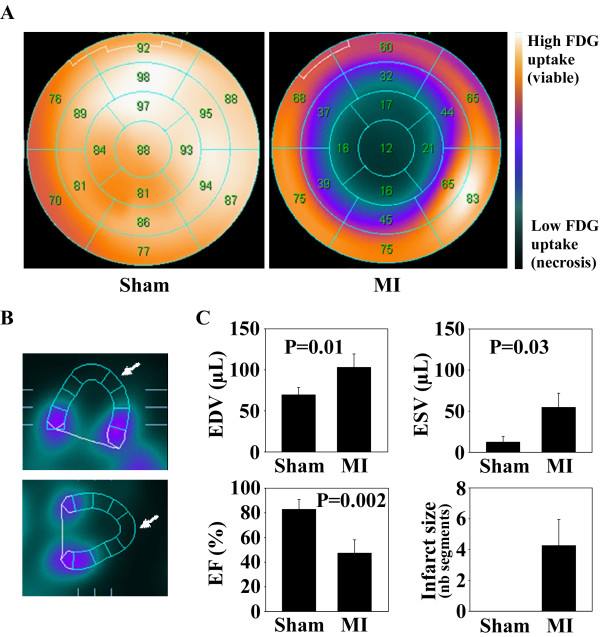
**FDG-PET exam in the derivation group.** Cardiac function was assessed in sham-operated mice (n = 4) and MI mice (n = 4) using FDG-PET, 24 hours after surgery. **A**. Representative polar maps of a sham-operated mouse and a MI mouse, in which the left ventricle is divided in 17 segments. In each segment, the indicated number corresponds to the percentage of FDG uptake. The segment was considered necrotic when the FDG uptake was inferior to 50%. Color scale shows the amount of FDG uptake, with darker color indicating lower FDG uptake (necrotic areas) and brighter color indicating high FDG uptake (viable areas). **B**. Vertical (up) and horizontal (bottom) long axis end-systolic PET images of a MI mouse. White arrows indicate necrotic areas (absent or low FDG uptake). **C**. LV volumes, EF and infarct size as determined by FDG-PET image analysis. Infarct size was evaluated by the number of necrotic segments (<50% FDG uptake).

### Microarray experiments − derivation group

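The arrays of the derivation group comprised 4 MI mice and 4 sham-operated mice, 1 array per mouse, with cardiac RNA taken 24 hours after surgery. RNA was labeled in 1 colour, so each spot gives the intensity of a single sample. The 8 arrays lay on 1 slide in 2 rows, with 2 MI mice and 2 sham-operated mice in each row, and were scanned in 1 scan. The scanner software (Feature Extraction 11.0.1.1) subtracted the local background, removed spatial trends within each array and recorded for each spot whether its signal was well above background. Between 61.4% and 66.4% of the spots were well above background in MI mice and between 58.6% and 65.7% in sham-operated mice, and 1 spot of 1 array was saturated. Correlations of log2 values between arrays of the same group ranged from 0.993 to 0.998 in MI mice and from 0.993 to 0.995 in sham-operated mice. The authors normalized the arrays with the spike-in RNA added before labeling. For the values given here, the intensities were normalized again from the scanner output with the model of the vsn package, fitted on 234 spots of 7 spike-in probes. The fit gave each array a scale and an additive constant, and the constants ranged from 166 to 257, beside a median signal of 198 for the retained probes. The constants in the authors' normalized values, found by comparing them with the scanner output, ranged from 3.16 to 19.6. A large constant holds back the fold changes of probes whose signal is below it, and fold changes from the authors' normalized values are therefore given beside those computed here. Groups were compared with limma, and p-values were adjusted with the Benjamini-Hochberg method over all retained probes. The exact permutation tests are two-sided, and the smallest p that 4 mice against 4 mice allow is 0.0286. The number of arrays limits the precision of every value.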

Total RNA from cardiac tissue of the 8 mice of the derivation group was extracted and used in microarray experiments. The Agilent SurePrint G3 Mouse Gene Expression microarray containing 55681 probes recognizing both coding and non-coding RNAs was used in these experiments. 

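Each array held 62976 spots. Of these, 59305 spots belonged to the 55681 probes that are not controls, and 350 spots belonged to the 10 spike-in probes. The signals of several spots of 1 probe were averaged on the log2 scale, after spots that the scanner software had marked as outliers were left out. The manufacturer names each probe by the transcript or genomic interval it was designed on. Through their RefSeq accessions, 26582 probes could be paired with a gene symbol of the GRCm38 annotation.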

Microarray data were analyzed as described in Additional file 1: Figure S1. 

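Counted from the scanner's detection flags, 34049 probes were well above background on at least 4 of the 8 arrays before spots marked as outliers were left out, and 34038 probes after. On all 8 arrays, 29805 probes were well above background. The share of probes retained was 74.3% for probes with NM prefix and 49.2% for probes without it. The median signal of the retained probes was 418 with NM prefix and 76.0 without it.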

After pre-processing microarray data with R packages Limma and vsn, and after removing control probes and the probes that were detected in less than 4 of 8 microarrays, 34049 probes were retained for further analysis. Principal component analysis of these 34049 probes showed a clear discrimination of sham-operated and MI mice, demonstrating that MI significantly affected the cardiac transcriptome (Figure 2A). 

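In the principal component analysis of the values normalized here, each of 33865 probes with a value on all arrays was centred over the 8 mice and not scaled. Principal component 1 carried 43.8% of the variance (jackknife standard error 14.8, n = 8 mice) and principal component 2 carried 31.6% (jackknife standard error 15.9). The scores of MI and sham-operated mice overlapped on each of the 2 components taken alone (exact permutation test of the difference in mean score, p = 0.0857 for component 1 and p = 0.0857 for component 2). In the plane of both components, a line separates the groups, as it does for 5 of the 35 splits of the mice into 4 and 4, the real one included; this was examined after the scores were seen. After scaling to the 75th percentile of each array, principal component 1 carried 46.5% and principal component 2 carried 15.2%. The 2 groups then did not overlap on component 1 (exact permutation p = 0.0286). For the authors' normalized values, the shares were 38.4% and 29.3%, and component 1 again separated the groups (exact permutation p = 0.0286). From the discrimination of the groups in Figure 2A, the paper concludes that MI affected the cardiac transcriptome.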

Principal component 1 accounted for 42% of total variability and principal component 2 accounted for 22% of total variability. Then, genes differentially expressed between sham-operated and MI mice were identified using significance analysis of microarrays method. Genes with a fold-change in expression >2-fold and a q-value <5% were considered as differentially expressed. 704 genes (918 probes) satisfied these criteria (Figure 2B-C).

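With limma on the values normalized here, 333 of the 34038 retained probes passed the thresholds of 2-fold and an adjusted p of 0.05. Of these, 320 probes were higher in MI mice and 13 were lower, and 256 genes with a symbol had a probe among them. At any fold, 1271 probes had an adjusted p under 0.05, a count that rose to 5973 after scaling to the 75th percentile and ranged from 588 to 2270 with each mouse left out in turn. Significance analysis of microarrays on the same values called 344 probes, 326 of them higher in MI mice. The count depended most on the normalization between arrays: with a shift by the spike-in signals and no additive constant it was 1540 probes, of which 1346 were higher in MI mice. Applied to the authors' normalized values, limma called 986 probes, 858 higher and 128 lower. With each mouse left out in turn, the count ranged from 262 to 382 probes in all and from 3 to 23 for the lower probes. Among genes well above background on all 8 arrays whose groups did not overlap, Nmrk2 rose most. Its log2 signal was 15.43 ± 0.27 (SD, n = 4) in MI mice and 10.24 ± 0.31 (SD, n = 4) in sham-operated mice, and its log2 fold change was 5.20 (standard error 0.18, adjusted p = 2.54e-05 from limma). Next came Hspa1a, Retnlg, Cstdc4 and Cstdc5, with log2 fold changes from 3.38 to 3.96. Ctnnal1 fell most, with a log2 fold change of -1.45 (standard error 0.27, adjusted p = 0.0239 from limma), followed by Armc2, Lsmem1, Cep112 and Art4 with log2 fold changes from -1.40 to -1.18. The calls of these 5 genes are near the threshold, and each was lost when some of the mice were left out one at a time: Art4 in 8 of 8 cases, Ctnnal1 and Armc2 in 5, Lsmem1 and Cep112 in 4. Ctnnal1, Armc2 and Art4 each had another retained probe that was not called. The log2 fold changes of these other probes were -0.46, -0.20 and -0.54, in the same order.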

**Figure 2:**
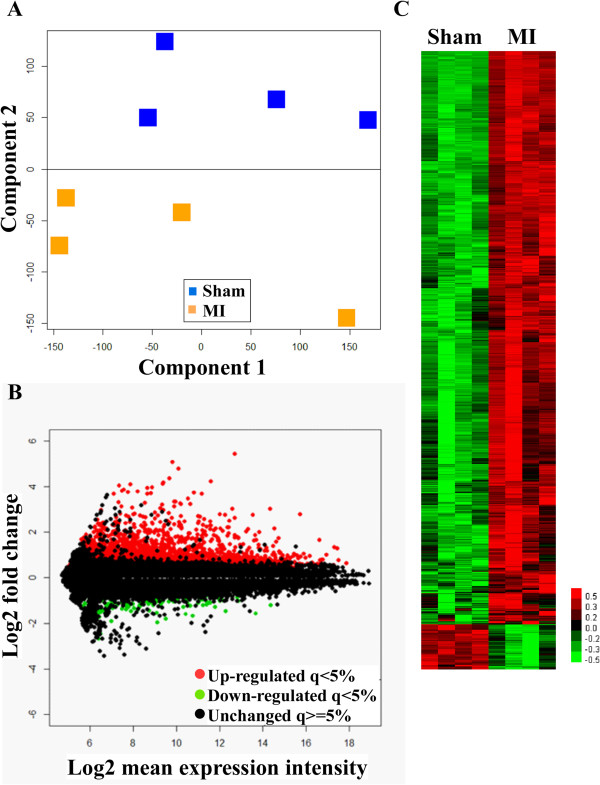
**Microarray analysis.** Cardiac transcriptome of 4 sham-operated mice and 4 MI mice (derivation group) was characterized 24 hours after surgery using microarrays. **A**. Principal component analysis showing the ability of gene expression data to discriminate MI mice from sham-operated mice. **B**. M-A plot showing the distribution of the genes in the dataset. The vertical axis displays log2 transformed-fold change and the horizontal axis displays the average signal of each gene. **C**. Heatmap of differentially expressed genes. For B and C, red color indicates genes up-regulated in MI mice and green color indicates genes down-regulated in MI mice compared to sham mice. Black color indicates genes with comparable expression between MI and sham mice. Significance threshold was 2-fold with a q-value <5%.

Data mining using the DAVID database revealed that differentially expressed genes were highly involved in inflammation-related pathways (such as Cytokine-cytokine receptor interaction pathway, Chemokine signaling pathway, and Toll-like receptor signaling pathway) (Additional file 1: Table S2).

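Table S2 lists 124 genes in 12 pathways, and 123 of these genes had a retained probe. In the values normalized here, 121 of the 123 genes were higher in MI mice at any size, with a median log2 fold change of 0.94. The thresholds of 2-fold and an adjusted p of 0.05 from limma over all retained probes were passed by 56 genes, all higher in MI mice. The authors' normalized values gave 112 genes past both thresholds. At any fold, 105 genes had an adjusted p under 0.05 over all retained probes, and 117 genes adjusted over the list alone. The study chose these genes on the same 8 mice, so none of these counts is independent evidence. Whether the pathways are over-represented was not tested again here.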

We developed an analytical pipeline to extract lncRNA data from microarrays (Figure 3A). 

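By the manufacturer's names, 26392 of the 55681 probes (47.4%) carry the NM prefix of RefSeq messenger RNAs and 29289 do not. The probes without NM prefix include 771 probes with the NR prefix of RefSeq non-coding RNAs, 4226 probes named by an Ensembl transcript and 16194 probes named by a genomic interval.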

From the 55681 probes contained in the microarrays, we identified 26535 (48%) probes corresponding to transcripts with NM prefix (i.e. mature messenger RNAs, mRNAs). From the remaining 29146 probes, we identified 2831 probes corresponding to lncRNAs represented in lncRNAdb, RefSeq or Ensembl ncRNA database. These 2831 probes correspond to 5% of all probes on the microarray (Figure 3B). 

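The alignment of probes to lncRNA databases was not repeated here. Of the 29289 probes without NM prefix, 14419 were retained, and 53 of these passed the thresholds of 2-fold and an adjusted p of 0.05 from limma. That was 0.368% of the retained probes without NM prefix, against 1.43% of those with it. The median signal without NM prefix (76.0) is below the additive constants, which hold back such folds. The gap between the shares therefore does not show a weaker response. After scaling to the 75th percentile, 435 of the 1444 probes that passed had no NM prefix. Of the 430 retained probes with NR prefix, 3 passed. Among the authors' normalized values, 232 probes without NM prefix and 14 probes with NR prefix passed.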

From the 2831 probes, significance analysis of microarrays identified 20 lncRNAs significantly up-regulated in the MI group and 10 lncRNAs down-regulated in the MI group (Figure 3C and Table 1). Therefore, this discovery phase allowed the identification of 30 lncRNAs regulated after MI.

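The 30 names of Table 1 correspond to 84 probes, and 15 names have more than 1 probe. For each name, the retained probe with the highest mean signal was used. In the values normalized here, 28 of the 30 lncRNAs moved in the direction of Table 1. The adjusted p from limma was under 0.05 for 18 lncRNAs at any fold, and for 26 lncRNAs when adjusted over the list alone. The study chose the list on the same mice, so none of these counts is independent evidence. The thresholds of 2-fold and an adjusted p of 0.05 were passed by 4 lncRNAs, and by 5 when any retained probe of a name was taken. These were MIRT2, MIRT1 and 9430008C03Rik, which were higher in MI mice, and 2310040G24Rik, which was lower with a log2 fold change of -1.01 and fell below the thresholds without MI replicate 2 (-0.85), sham replicate 3 (-0.97) or sham replicate 4 (adjusted p = 0.0523 from limma). With the authors' normalized values, 25 lncRNAs passed in the direction of Table 1, 16 of them higher and 9 lower, and every name had at least 1 probe that passed. After scaling to the 75th percentile, 23 lncRNAs passed. A pair of lncRNAs moved against Table 1 with the brightest probe. For 2700023E23Rik the log2 fold change was -0.43 (standard error 0.11, adjusted p = 0.0877 from limma), whereas the mean over its 10 retained probes was 0.41. For 2810442I21Rik it was 1.15 (SD 2.51 in MI mice and 0.02 in sham-operated mice, n = 4 each, exact permutation p = 1). This value rests on MI replicate 2, whose log2 signal was 12.94, while the other MI mice lay between 7.88 and 7.98. Without that mouse the log2 fold change was -0.10. For both names, another retained probe matches the fold of Table 1 in the authors' normalized values, and on these probes, picked out by that match, the log2 fold change here was 0.87 for 2700023E23Rik and -0.42 for 2810442I21Rik. From these tests, the paper concludes that the discovery phase identified lncRNAs regulated after MI.

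**Figure D1:**
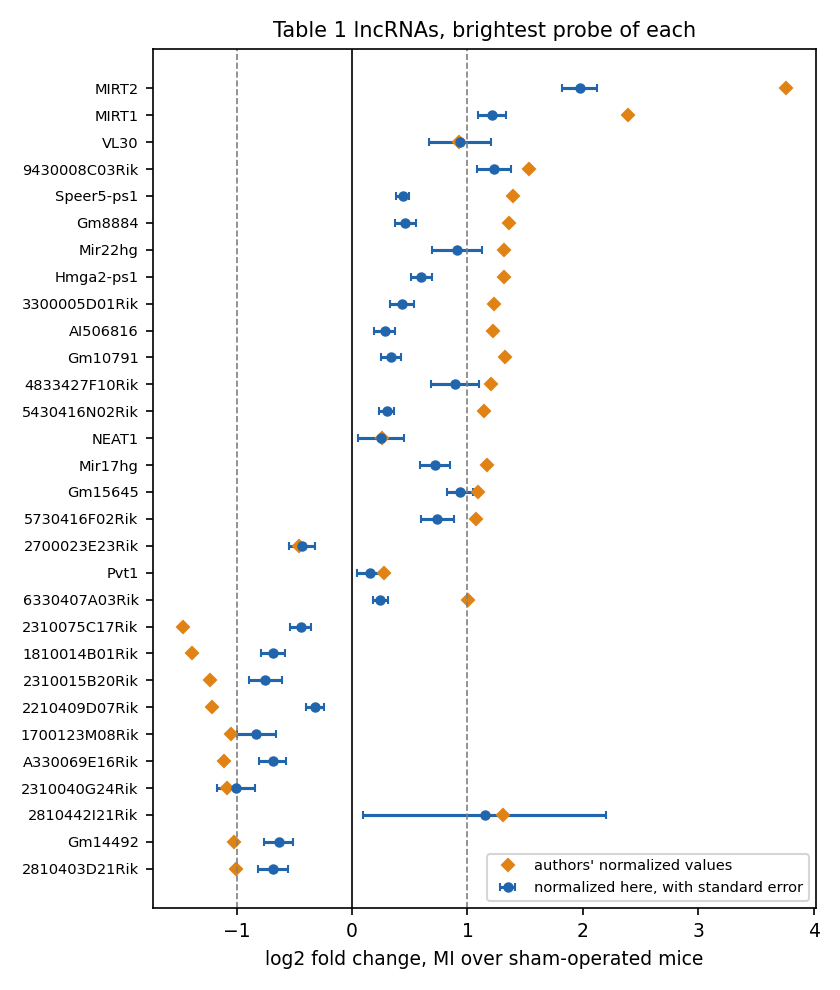
Log2 fold changes (MI over sham-operated mice) of the brightest probe of each Table 1 lncRNA, from the values normalized here (circles, with standard error from limma, n = 4 mice per group) and from the authors' normalized values (diamonds); dashed lines mark 2-fold. The circles of 4 lncRNAs with an adjusted p under 0.05 lie beyond 2-fold, and 28 of the 30 circles lie on the side of 0 that Table 1 gives.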

**Figure 3:**
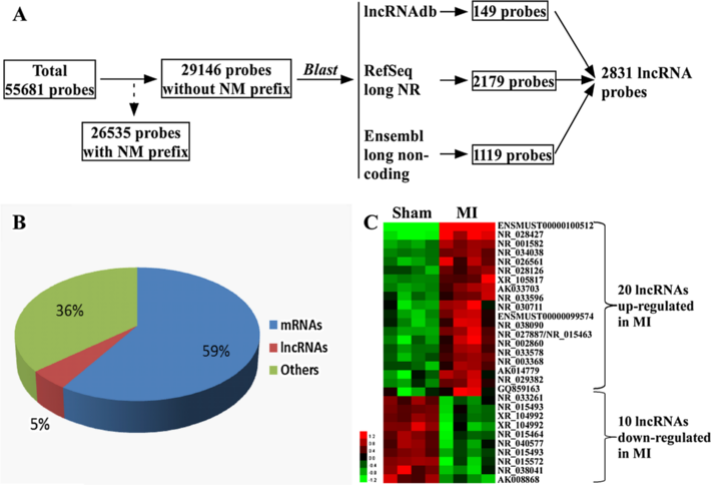
**Effect of MI on lncRNAs expression in the heart.** Microarrays performed with the 4 MI and 4 sham-operated mice (Derivation group) were mined for lncRNAs data. **A**. Analytical pipeline used to identify microarray probes recognizing lncRNAs. **B**. Percentage of probes on the microarray corresponding to mRNA and lncRNA transcripts. **C**. Heat-map of lncRNAs differentially expressed between MI and sham mice with a threshold fold-change of 2-fold and a q-value <5%. Red color indicates lncRNAs up-regulated in MI mice and green color indicates lncRNAs down-regulated in MI mice compared to sham mice.

**Table 1:** **LncRNAs differentially expressed between MI (n = 4) and sham-operated (n = 4) mice as determined by microarrays using a fold-change >2 and a q-value <5**%

Agilent systematic name	Agilent gene symbol	Identified lncRNA	Fold change	q-value(%)
ENSMUST00000100512	Gm10872	NR_045747 (Gm10872)	13.54	0.00
NR_028427	5830416P10Rik	NR_028427 (5830416P10Rik)	5.24	0.00
NR_002860	A130040M12Rik	VL30	2.71	0.00
chr2:158169020-158191295_R		NR_027887|NR_015463 (9430008C03Rik)	2.64	0.05
NR_001582	Speer5-ps1	NR_027506|NR_001582 (Speer5-ps1)	2.63	0.00
NR_026561	Gm8884	NR_026561 (Gm8884)	2.56	0.00
NR_030711	2210403K04Rik	NR_030711 (Mir22hg)	2.49	0.26
AK033703	Hmga2-ps1	NR_037996 (Hmga2-ps1)	2.48	0.00
XR_105817	3300005D01Rik	NR_045080|NR_045081|NR_045079 (3300005D01Rik)	2.34	0.00
chr5:23195569-23218551_F		NR_038090 (AI506816)	2.33	0.16
ENSMUST00000099574	Gm10791	NR_045889 (Gm10791)	2.31	0.00
AK014779	4833427F10Rik	NR_045459 (4833427F10Rik)	2.30	0.26
chr5:100849748-100858532_R		Adapt33 (NR_034038.1 Mouse 5430416N02Rik)	2.20	0.00
chr19:5771425-5848475_F		NEAT1	2.23	3.43
chr14:115443612-115445950_F		NR_029382 (Mir17hg)	2.16	0.16
NR_033578	Gm15645	NR_033578 (Gm15645)	2.13	0.00
NR_033596	5730416F02Rik	NR_033596 (5730416F02Rik)	2.11	0.05
chr5:74487385-74497428_F		NR_015531 (2700023E23Rik)	2.09	0.00
NR_003368	Pvt1	NR_003368 (Pvt1)	2.05	0.05
NR_028126	6330407A03Rik	NR_028126 (6330407A03Rik)	2.01	0.00
ENSMUST00000161216		ENSMUST00000161216 (2310075C17Rik)	0.36	1.82
NR_015572	1810014B01Rik	NR_015572 (1810014B01Rik)	0.38	1.82
chr10:69669025-69686275_F		NR_038041 (2310015B20Rik)	0.39	1.82
AK008868	2210409D07Rik	NR_045360 (2210409D07Rik)	0.42	1.82
chr4:11899775-11931875_F		NR_040577 (1700123M08Rik)	0.46	1.82
NR_015464	A330069E16Rik	NR_015464 (A330069E16Rik)	0.46	1.82
XR_104992	2310040G24Rik	NR_040292|NR_040293 (2310040G24Rik)	0.47	1.82
chr11:16831925-16851121_R		ENSMUST00000130392|ENSMUST00000139493| ENSMUST00000123734|ENSMUST00000136053| ENSMUST00000129735 (2810442I21Rik)	0.49	0.48
NR_033261	Gm14492	NR_033261 (Gm14492)	0.49	3.43
chrX:106029816-106082235_F		NR_015493 (2810403D21Rik)	0.50	3.43

### Validation of the effect of MI on lncRNAs

We sought to confirm by quantitative PCR the differential expression of the top 10 lncRNAs identified in microarray experiments in the derivation group (5 up-regulated and 5 down-regulated in MI mice compared to sham mice).

First, we used the RNA samples of the 8 mice enrolled in microarray experiments (Derivation group). We observed that some lncRNAs, such as NR_002860, were expressed at a high level, whereas others, such as AK008868, were expressed at a low level (Figure 4A). Differential expression was confirmed for 8 of the top 10 lncRNAs. Differential expression was not confirmed for AK008868, presumably due to its low level of expression and therefore low accuracy of its quantification by PCR. For NR_001582, the differential expression was present albeit not statistically significant. Noteworthy, 2 lncRNAs displayed robust up-regulation in the MI group: NR_028427 (6-fold, P = 0.03) and ENSMUST00000100512 (12-fold, P = 0.03). This is consistent with microarray results in which these 2 lncRNAs were also the most highly up-regulated in MI mice (5-fold and 13-fold for NR_028427 and ENSMUST00000100512, respectively; Table 1). 

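On the arrays, the brightest MIRT1 probe had a normalized log2 signal of 9.36 ± 0.26 (SD, n = 4) in MI mice and 8.15 ± 0.07 (SD, n = 4) in sham-operated mice. The log2 fold change was 1.21 (standard error 0.12, adjusted p = 0.00129 from limma). For MIRT2, the log2 signal was 9.97 ± 0.33 (SD, n = 4) in MI mice and 8.00 ± 0.11 (SD, n = 4) in sham-operated mice, with a log2 fold change of 1.97 (standard error 0.15, adjusted p = 0.000474 from limma). For each of the 2 lncRNAs, every MI mouse lay above every sham-operated mouse (exact permutation p = 0.0286). With each mouse left out in turn, the log2 fold change stayed between 1.14 and 1.32 for MIRT1 and between 1.89 and 2.13 for MIRT2. Before normalization, the mean intensity of MIRT1 was 489.8 in MI mice and 72.4 in sham-operated mice, and that of MIRT2 was 881 and 45.9. The sham-operated means are below the additive constants of the spike-in fit. With the authors' normalized values, which have smaller constants, MIRT1 was 5.24-fold and MIRT2 13.5-fold higher in MI mice. MIRT2 had the largest log2 fold change of the Table 1 lncRNAs under both sets of values. MIRT1 ranked 3 in the values normalized here, after 9430008C03Rik with 1.23, and ranked 2 with the authors' normalized values. The 1.23 is the highest of 8 retained probes of 9430008C03Rik, which went down to 0.01 with a mean of 0.45, and 2 of them were called. A second MIRT1 probe was well above background on 5 arrays. Its log2 fold change was 0.09 here and 1.53 with the shift by the spike-in signals alone.

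**Figure D2:**
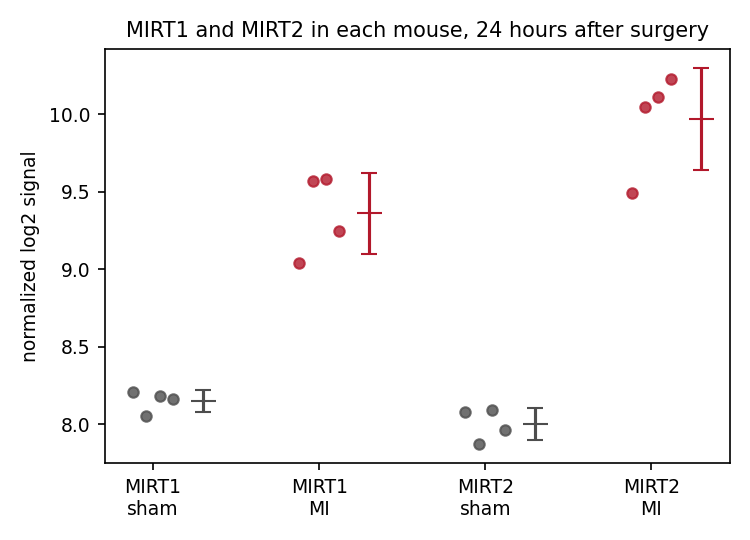
Normalized log2 signal of the brightest MIRT1 and MIRT2 probes in each of the 4 sham-operated and 4 MI mice (points), with the mean and SD of each group beside them; the vertical axis does not start at 0. Mean MIRT1 signals are 8.15 in sham-operated mice and 9.36 in MI mice, mean MIRT2 signals are 8.00 and 9.97, and the groups do not overlap.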

We named NR_028427 as Myocardial Infarction-Associated Transcript 1 (MIRT1) and ENSMUST00000100512 as MIRT2.Second, we measured the expression levels of the same top 10 lncRNAs in an independent validation group of 16 mice (8 sham and 8 MI). The results obtained were very similar to that of the derivation group (Figure 4B). Indeed, differential expression was confirmed for 7 of the 10 lncRNAs. Statistical significance was lost for NR_038041, although the trend remained the same (slight down-regulation in the MI group). Most importantly, MIRT1 and MIRT2 were, like in the derivation group, the most up-regulated lncRNAs in MI mice, with increases of 9-fold (P < 0.001) and 16-fold (P < 0.001), respectively.Third, 21 additional mice were enrolled in a time-course analysis. Mice were subjected to coronary ligation and sacrificed after 1, 3, 6, 16, 24, 48, and 72 hours (n = 3 per time-point). Hearts were harvested and expression of MIRT1 and MIRT2 was assessed by quantitative PCR (Figure 4C). Expression of MIRT1 and MIRT2 displayed progressive increases after induction of MI, reaching a maximum of 10-fold and 19-fold after 24 hours.

**Figure 4:**
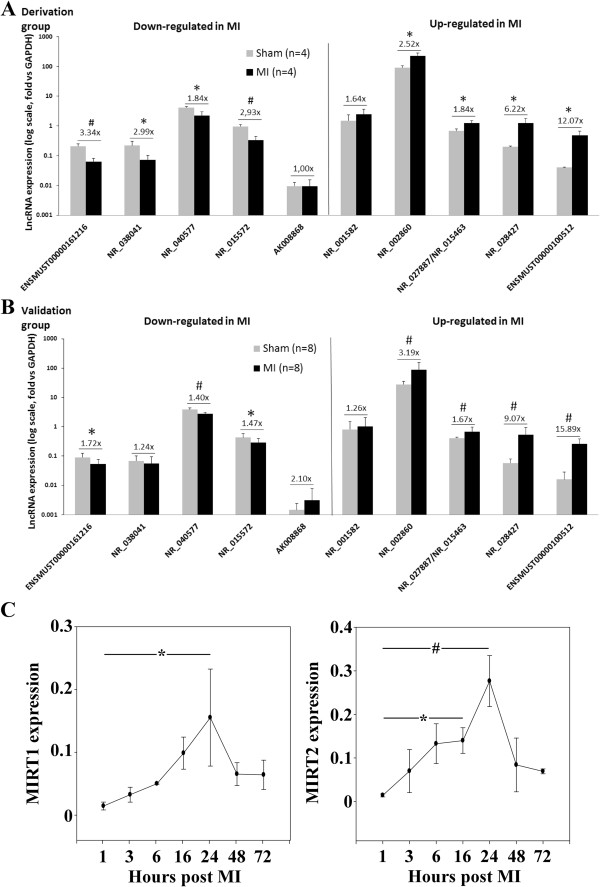
**Quantitative assessment of lncRNAs in the heart.** Expression of the top 10 lncRNAs identified as differentially expressed between MI and sham-operated mice in microarray experiments was quantified using quantitative RT-PCR, first **(A)** in the derivation group of 8 mice (4 sham and 4 MI), and then **(B)** in an independent validation group of 16 mice (8 sham and 8 MI). LncRNAs expression is shown relative to GAPDH (log scale). *P < 0.05; #P < 0.001 vs. sham-operated mice. **(C)** Time-course analysis of MIRT1 and MIRT2 in 21 additional mice subjected to coronary ligation and sacrificed after 1, 3, 6, 16, 24, 48, and 72 hours (n = 3 per time-point). *P < 0.05; #P < 0.001 vs 1 h time-point.

Collectively, these results show that MI induces significant changes in lncRNAs expression in the heart.

### Localisation of MIRT1 in the heart

Three additional mice were subjected to coronary ligation and 3 were sham-operated. The presence of MIRT1 in the heart 24 hours after surgery was revealed using in situ hybridization. As displayed in Figure 5A, MIRT1 expression was up-regulated in the healthy part of the left ventricle of MI mice (remote area). In situ hybridization of MIRT1 coupled with immunostaining of cardiomyocytes (sarcomeric alpha-actinin), fibroblasts (vimentin) and leukocytes (CD45) revealed that MIRT1 was expressed by fibroblasts (Figure 5B).

**Figure 5:**
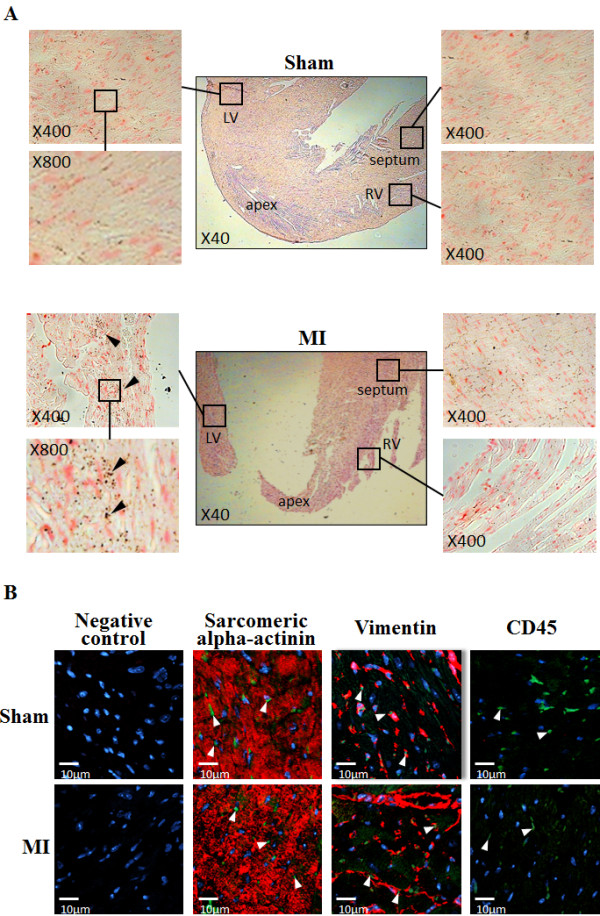
**Localisation of MIRT1 in the heart. (A)** In situ hybridization revealed that MIRT1 was present mostly in the remote area of the left ventricle, with higher expression observed in MI mice. Representative pictures from 3 sham and 3 MI mice are shown. Arrowheads point to areas with high expression of MIRT1. LV: left ventricle; RV: right ventricle. **(B)** In situ hybridization coupled to immunostaining revealed that MIRT1 was expressed by cardiac fibroblasts. Sarcomeric alpha-actinin was used to stain cardiomyocytes, vimentin was used for fibroblasts, and the pan-leukocyte antigen CD45 was used for leukocytes. MIRT1 staining appears in green color and is indicated by white arrow heads. Sarcomeric alpha-actinin, vimentin and CD45 appear in red color. Nuclei are blue. Negative control was performed by omission of primary antibody. Magnification: x400.

### Correlation between lncRNAs, infarct size and LV function

We investigated the correlation between expression levels of the top 10 lncRNAs, infarct size and LV function as assessed by FDG-PET in the 4 MI mice of the derivation group, 24 hours after coronary ligation. There was no statistically significant correlation at the 5% level, presumably due to the low number of mice (Table 2). Nevertheless, relatively strong negative associations were observed between expression levels of MIRT1, MIRT2, and infarct size (correlation coefficients of −0.80). On the other hand, positive associations could be noticed between MIRT1, MIRT2 and EF (correlation coefficients of 0.85 and 0.80, respectively), suggesting that MIRT1 and MIRT2 may beneficially affect LV remodeling post MI.

**Table 2:** **Correlation between lncRNAs expression, infarct size and LV function as assessed by FDG-PET in 4 mice with MI of the derivation group**

	Infarct size	EDV	ESV	EF
**ENSMUST00000161216**	−0.20 (0.92)	0.38 (0.62)	0.20 (0.80)	−0.14 (0.86)
**NR_038041**	−0.80 (0.33)	−0.07 (0.93)	−0.57 (0.43)	0.75 (0.25)
**NR_040577**	−0.40 (0.75)	0.56 (0.44)	0.01 (0.99)	0.36 (0.64)
**NR_015572**	−0.20 (0.92)	0.10 (0.90)	−0.20 (0.80)	0.27 (0.73)
**AK008868**	0 (1)	−0.95 (0.05)	−0.69 (0.31)	0.29 (0.71)
**NR_001582**	0.40 (0.75)	−0.89 (0.11)	−0.59 (0.41)	0.17 (0.83)
**NR_002860**	−0.40 (0.75)	0.76 (0.24)	0.50 (0.50)	−0.10 (0.90)
**NR_027887/NR_015463**	−0.20 (0.92)	0.46 (0.54)	0.19 (0.81)	0.16 (0.84)
**NR_028427 (MIRT1)**	−0.80 (0.33)	−0.48 (0.52)	−0.75 (0.25)	0.85 (0.15)
**ENSMUST00000100512 (MIRT2)**	−0.80 (0.33)	0.60 (0.42)	0.00 (1.00)	0.80 (0.33)

Correlation coefficients (P value) are indicated.

### Association between MIRT1, MIRT2, and LV remodeling

To gain further insight into the potential role of MIRT1 and MIRT2 into LV remodeling, we used the following approach. First, we identified a list of 47 genes known to be involved in remodeling using the keywords (“myocardial infarction” AND “ventricular remodeling”) AND (“homo sapiens”[Organism] OR “mus musculus”[Organism])” as a query to NCBI Gene database (=”remodeling genes”). Among these 47 remodeling genes, 38 genes were detected on microarrays. Then, we used the microarray data of the derivation group of 4 sham-operated and 4 MI mice to determine the correlation between the expression values of these 38 remodeling genes and the expression values of MIRT1 and MIRT2. This allowed building networks of correlation between the lncRNAs and the 38 remodeling genes (Figure 6A). MIRT1 was significantly correlated with 18 remodeling genes, and MIRT2 was significantly correlated with 17 remodeling genes. 

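The 11 remodeling genes examined here include Tgfb1, Mmp9, Ncf1, Tnf, Cxcr4, Trp53, Nppb, Lif, Nos3 and Lgals3. Genes of Figure 6A that are labelled in the picture alone were not used. In the values normalized here, these 10 genes had a higher mean in MI mice. For 8 of the 10, all but Lif and Nos3, the groups did not overlap (exact permutation p = 0.0286 for each), and Mmp9 and Nppb passed the thresholds of 2-fold and an adjusted p of 0.05 from limma. Mmp9 fell below 2-fold without MI replicate 4 (log2 fold change 0.97) and without sham replicate 2 (0.98). With the authors' normalized values, Mmp9 was 5.44-fold higher. Ncf1 (2.67-fold), Tnf (3.07-fold), Cxcr4 (2.26-fold) and Trp53 (2.01-fold) then passed both thresholds as well. Tgfb1 (1.96-fold), Lgals3 (1.85-fold), Lif (1.46-fold) and Nos3 (1.35-fold) stayed below 2-fold. The 2 groups form separate clusters for the lncRNAs and for all of the 10 genes but Lif and Nos3. A coefficient over all 8 mice therefore also reflects the difference between the groups. For Lif and Nos3 the groups overlap, but the mean was higher in MI mice, so the difference can enter their coefficients as well. The relation was therefore computed on deviations from the group means, with mice exchanged within groups in the exact permutation test.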

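Lif was well above background on 7 of the 8 arrays, with a mean intensity of 48.8 in MI mice and 21.7 in sham-operated mice, and its log2 fold change was 0.14 (standard error 0.06, adjusted p = 0.342 from limma). Nos3 was bright, with a log2 fold change of 0.43 (standard error 0.20, adjusted p = 0.358 from limma) for the brighter of its 2 retained probes. Within groups, the deviations of Lif and MIRT1 had a Pearson's r of 0.429 (n = 8 mice, exact permutation p = 0.0729) and a Spearman's rho of 0.595 (exact permutation p = 0.122). Those of Lif and MIRT2 had an r of 0.248 (exact permutation p = 0.373) and a rho of 0.262 (exact permutation p = 0.524). For Nos3 and MIRT2, r was 0.361 (exact permutation p = 0.162) and rho was 0.738 (exact permutation p = 0.0347), and for Nos3 and MIRT1, r was 0.221 (exact permutation p = 0.366) and rho was 0.214 (exact permutation p = 0.611). After adjustment over the 22 pairs of gene and lncRNA, the smallest adjusted p among these 4 pairs was 0.334. Without the 2 mice farthest from the median lncRNA deviation, r was 0.354 for Lif with MIRT1, -0.777 for Lif with MIRT2, 0.561 for Nos3 with MIRT2 and 0.159 for Nos3 with MIRT1. After scaling to the 75th percentile, r was 0.659 for Lif with MIRT1 (exact permutation p = 0.00868), 0.261 for Lif with MIRT2 (exact permutation p = 0.469), 0.649 for Nos3 with MIRT2 (exact permutation p = 0.0451) and 0.372 for Nos3 with MIRT1 (exact permutation p = 0.318), and no pair passed after adjustment. Whether the coefficients of the 2 lncRNAs differ from each other was not tested.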

Interestingly, while both lncRNAs were correlated with the same remodeling genes, Lif was only correlated with MIRT1 and Nos3 was only correlated with MIRT2 (Figure 6A, right network). Figure 6B lists the 10 strongest correlations between lncRNAs and remodeling genes whose expression was regulated after MI. Correlations were highly robust, with coefficients close to 1 for some gene pairs. Finally, we characterized the regulation of the expression of some remodeling genes in the group of 21 mice sacrificed at different time-points post MI (Figure 6C). All genes were up-regulated. We also measured Nppb, which encodes BNP, and we observed that, while most remodeling genes remained elevated 3 days after MI, Nppb had returned to baseline levels after 48 hours. This kinetic was similar to that of MIRT1 and MIRT2.

**Figure 6:**
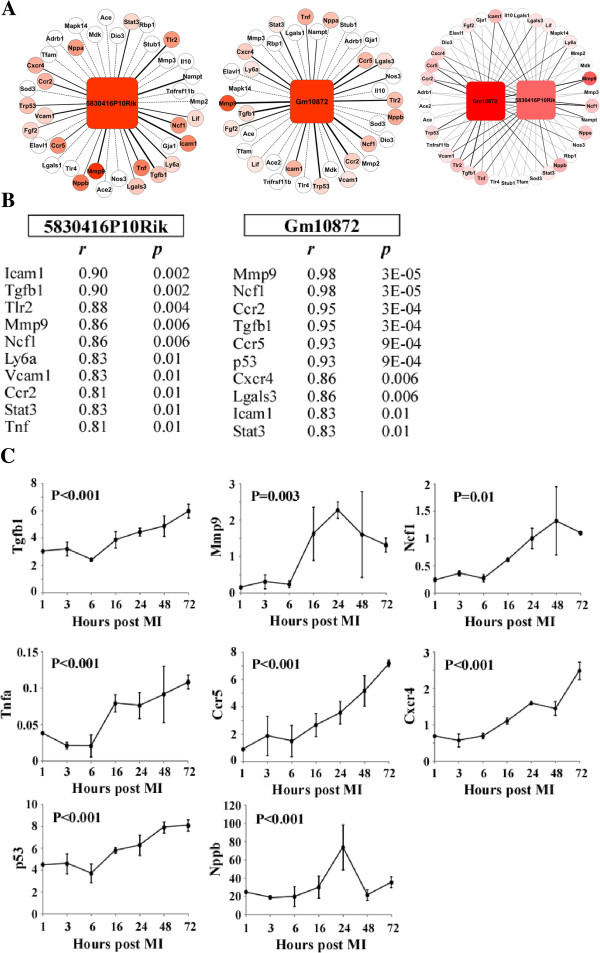
**Correlation between lncRNAs and remodeling genes.** Microarray data from the derivation group of 4 sham-operated and 4 MI mice were used in these analyses. **A**. Networks indicating the strength of the correlation between the lncRNAs MIRT1 and MIRT2 and 38 coding genes known to be involved in remodeling (“remodeling genes”). Remodeling genes differentially expressed between sham-operated and MI mice are coloured, with darker colour indicating a strong differential expression. Red colour indicates a higher level of expression in MI mice compared to sham-operated mice. Remodeling genes unaffected by MI are in white circles. A q-value <5% was used as threshold for differential expression between sham and MI mice (significance analysis of microarrays method). The thickness of the edges indicates the strength of the correlation between the lncRNAs and remodeling genes. Dotted lines indicate no correlation. A p-value <0.05 was used as significance threshold for correlation (Spearman’s rank correlation and Student’s test). **B**. List of the remodeling genes significantly (p < 0.05) correlated with lncRNAs and differentially expressed between sham-operated and MI mice. *r* indicates correlation coefficient and *p* indicates p-value. **C**. Kinetic of the expression of remodeling genes after MI. The 21 mice sacrificed at different time-points after MI were used in these analyses (n = 3 per time-point). P values obtained by ANOVA are indicated.

Together, these data support an association between the lncRNAs MIRT1 and MIRT2, and genes known to be involved in LV remodeling.

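Within groups, the median Pearson's r over the 11 genes was -0.005 for MIRT1, with 5 of 11 coefficients positive, and 0.361 for MIRT2, with 10 of 11 positive (n = 8 mice). The corresponding median Spearman's rho was 0.190 for MIRT1 and 0.643 for MIRT2. None of the 22 pairs passed the adjusted threshold. For MIRT1, the largest r was with Tnf, at 0.848 (exact permutation p = 0.123, adjusted p = 0.799 by exact permutation), with a rho of 0.905 (exact permutation p = 0.118). For MIRT2, the largest r was with Cxcr4, at 0.843 (exact permutation p = 0.0122, adjusted p = 0.267 by exact permutation), with a rho of 0.929 (exact permutation p = 0.0104). At an unadjusted p under 0.05, no MIRT1 pair and 1 MIRT2 pair passed by r, and no MIRT1 pair and 2 MIRT2 pairs by rho. Without the 2 mice farthest from the median lncRNA deviation, the median r was -0.315 for MIRT1 and 0.634 for MIRT2. After scaling to the 75th percentile, the median r was 0.406 for MIRT1 and 0.516 for MIRT2, and no pair passed the adjusted threshold. The sign of the median r for MIRT1 thus depended on the normalization. The median rho after this scaling was 0.190 for MIRT1, as before, and 0.476 for MIRT2. With the normexp background correction, chosen after seeing the values, the median r was 0.427 for MIRT1 and 0.503 for MIRT2. There, 1 pair of each lncRNA passed the adjusted threshold (adjusted p = 0.0191 by exact permutation). From the data of Figure 6, which include the correlations over all 8 mice, the paper reasons that an association of MIRT1 and MIRT2 with remodeling genes is supported.

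**Figure D3:**
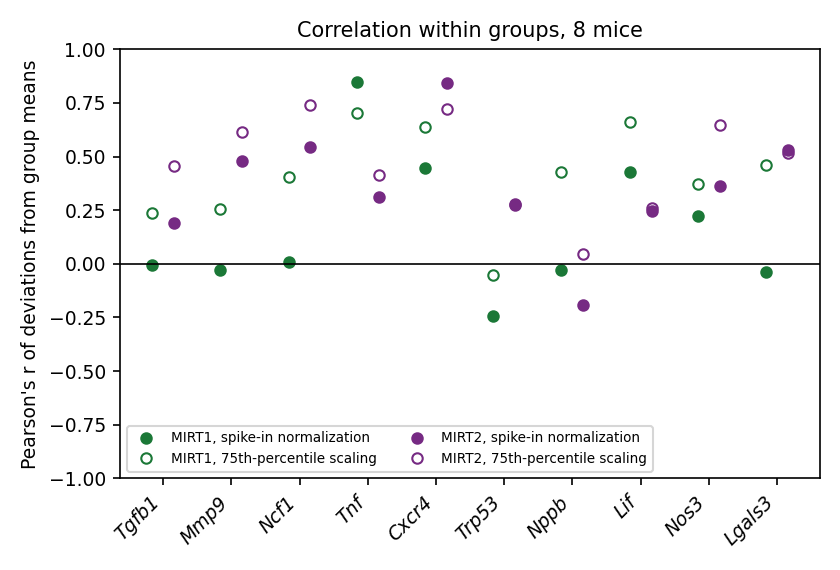
Pearson's r between deviations from group means of MIRT1 or MIRT2 and of 10 of the 11 remodeling genes over 8 mice, after spike-in normalization (filled) and after scaling to the 75th percentile (open). Filled MIRT1 points lie from -0.245 to 0.848 and filled MIRT2 points from -0.190 to 0.843.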

## Discussion

In this study, we observed for the first time that MI induces a significant regulation of the expression of lncRNAs in the heart. Some of these lncRNAs were correlated with protein coding genes known to be involved in LV remodeling. These lncRNAs constitute novel candidates for future investigations of the therapeutic value of lncRNAs.

Four groups of mice were used in this study. First, a derivation group of 8 mice was used to profile the expression of lncRNAs using microarrays. FDG-PET exams scheduled 24 hours after induction of MI allowed to characterize infarct size and LV function. In average, infarct covered one fourth of the left ventricle. EF was reduced by 36% 24 hours after induction of MI, which attests for a significant loss of LV function. End-diastolic and end-systolic volumes were increased, consistently with LV dilatation. Second, a validation group of 8 independent mice was used to confirm microarray data. Third, a kinetic using 21 additional mice allowed characterizing the evolution of the expression of lncRNAs in the cardiac tissue after induction of MI. Fourth, 6 mice were used to study the localization of lncRNAs in the infarcted heart. This experimental design supports the robustness of our findings.

A whole genome microarray was used for the discovery phase of our study. We observed that MI affected the expression of a significant number of genes (704), allowing a clear discrimination of MI mice from sham-operated mice. Many of these genes had a known link with the regulation of inflammation. This was expected considering that mice were sacrificed in the early inflammatory phase that occurs in the first 24 hours post MI. Of note, this time-point was chosen to identify early triggers of LV remodeling which could be used to blunt or inhibit the development of LV remodeling at a very early stage after MI.

An in-house analytical pipeline was developed to extract lncRNAs data from microarrays. A similar approach has already been used elsewhere [31]. We could identify 30 lncRNAs whose expression was regulated more than 2-fold and with a q-value <5% following MI. Of note, 12 of these 30 lncRNAs were also dysregulated in the heart of isoproterenol-treated mice [15]. We then focused on the 2 lncRNAs most differentially expressed between MI mice and sham-operated mice, MIRT1 and MIRT2. Up-regulation of these lncRNAs after MI was consistently observed in all groups of mice, and peaked after 24 hours. This up-regulation might be, at least in part, attributed to infiltration of inflammatory cells into the heart. This is supported by microarray data showing an up-regulation of the leukocyte marker CD45 in MI mice compared to sham mice (2.1-fold) and of the monocyte/macrophage marker CD68 (1.6-fold). However, CD45-positive leukocytes could not be detected by immunostaining in the remote area of the heart where MIRT1 expression is observed. This suggested that the increase of CD45 and CD68 measured by microarrays come from inflammatory cells that are infiltrated in the infarct lesion. 

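Ptprc, the gene of CD45, had 1 retained probe. Its normalized log2 signal was 8.91 ± 0.15 (SD, n = 4) in MI mice and 8.36 ± 0.10 (SD, n = 4) in sham-operated mice, and its log2 fold change was 0.55 (standard error 0.09, adjusted p = 0.0125 from limma), below 2-fold. Every MI mouse lay above every sham-operated mouse (exact permutation p = 0.0286). With the authors' normalized values, Ptprc was 2.14-fold higher in MI mice and passed 2-fold. It also passed after scaling to the 75th percentile (2.06-fold) and after the shift by the spike-in signals alone (2.26-fold). It stayed below 2-fold after quantile normalization (1.99-fold) and with the normexp background correction (1.74-fold), which was chosen after seeing the values. No probe could be paired with Cd68 through the annotation, and CD68 was not analysed here.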

In situ hybridization coupled to immunohistochemistry confirmed that MIRT1 is mainly expressed by fibroblasts within the remote area of the left ventricle. Furthermore, expression levels of MIRT1 and MIRT2 appeared to be negatively correlated with infarct size and positively correlated with EF. Although this is consistent with the known impact of infarct size on LV function, large infarcts inducing a deterioration of LV function with decreased EF, it also strengthens our assumption that expression levels of MIRT1 and MIRT2 are not a mere consequence of inflammation.

Inflammation is an important component of the remodeling process. To address a potential link between the up-regulation of MIRT1 and MIRT2, and LV remodeling, we used microarray data to determine the correlations between the expression values of genes known to be involved in LV remodeling, and the expression values of MIRT1 and MIRT2. Strong correlations were observed, suggesting that these 2 lncRNAs may functionally regulate LV remodeling. However, this remains to be further explored and the contribution of these lncRNAs in the remodeling process further demonstrated.

It would be tempting to investigate the expression of MIRT1 and MIRT2 lncRNAs in the human failing heart. However, there are no known homologs of these lncRNAs in human.

In network analyses, both lncRNAs generally correlated with the same remodeling genes, except for Lif, which was only correlated with MIRT1 and Nos3, which was only correlated with MIRT2. This finding deserves further independent validation. The possible interaction between MIRT1 and Lif on one hand, and between MIRT2 and Nos3 on the other hand, as well as its potential role in LV remodeling, needs to be further addressed.

Nppb, the gene which encodes BNP, was correlated with MIRT1 and showed a 4-fold increase in expression after MI, peaking after 24 hours and returning to baseline levels after 48 hours. This kinetic was different from other tested remodeling genes, which all remained elevated until at least 72 hours after induction of MI. This observation merits to be validated but already points out a possible interaction between MIRT1 and BNP.

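On the arrays of the derivation group, Nppb had a log2 signal of 17.47 ± 0.15 (SD, n = 4) in MI mice and 15.80 ± 0.53 (SD, n = 4) in sham-operated mice 24 hours after surgery. Its log2 fold change was 1.68 (standard error 0.24, adjusted p = 0.00647 from limma), and with the authors' normalized values it was 3.19-fold higher. Within groups, the deviations of Nppb and MIRT1 had a Pearson's r of -0.029 (n = 8 mice, exact permutation p = 0.887) and a Spearman's rho of 0.190 (exact permutation p = 0.59). Those of Nppb and MIRT2 had an r of -0.190 (exact permutation p = 0.439) and a rho of -0.167 (exact permutation p = 0.667). Adjusted over the 22 pairs, the p of r was 1 for MIRT1 and 0.805 for MIRT2 by exact permutation. Without the 2 mice farthest from the median lncRNA deviation, r with MIRT1 was -0.210. After scaling to the 75th percentile, r was 0.428 with MIRT1 (exact permutation p = 0.165) and 0.046 with MIRT2 (exact permutation p = 0.904).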

Lgals3, which encodes the lectin galactoside-binding soluble 3, more commonly known as galectin-3, was significantly correlated with MIRT1 and MIRT2. This observation is relevant and in line with the role of galectin-3 in fibrosis and with its recently characterized value as biomarker of heart failure [32, 33]. However, no evident relationship could be evidenced between circulating levels of galectin-3 and LV remodeling in survivors of acute MI [34].

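Lgals3 had a log2 fold change of 0.87 (standard error 0.13, adjusted p = 0.00902 from limma) in MI mice over sham-operated mice, below 2-fold under each normalization tried. Within groups, the deviations of Lgals3 had a Pearson's r of -0.038 with those of MIRT1 (n = 8 mice, exact permutation p = 0.971) and of 0.532 with those of MIRT2 (exact permutation p = 0.21). Spearman's rho was -0.095 with MIRT1 (exact permutation p = 0.872) and 0.524 with MIRT2 (exact permutation p = 0.231). Adjusted over the 22 pairs, the p of r was 1 and 0.799 by exact permutation, in the same order. Without the 2 mice farthest from the median lncRNA deviation, r was -0.557 with MIRT1 and 0.854 with MIRT2. After scaling to the 75th percentile, r was 0.459 with MIRT1 (exact permutation p = 0.425) and 0.516 with MIRT2 (exact permutation p = 0.279).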

Overall, our results suggest that lncRNAs may be involved in the regulation of several pathophysiological pathways leading to LV remodeling: inflammation (TNF), extracellular matrix turnover (MMP9), fibrosis (TGFB1 and LGALS3), apoptosis (p53).

## Conclusion

This hypothesis-generating study has led to the discovery of novel lncRNAs that may play functional roles in LV remodeling post MI. Further investigations are required to demonstrate the therapeutic potential of these lncRNAs.

### Availability of supporting data

The data set supporting the results of this article is available in the NCBI Gene Expression Omnibus repository [http://www.ncbi.nlm.nih.gov/geo] under the accession number GSE46395.

## Electronic supplementary material

Additional file 1: **Online supplement. Table S1.** Real-time quantitative PCR primers. **Table S2.** Mining of microarray data using the DAVID database. **Figure S1.** Detailed analytical pipeline for microarray experiments.

# Supplementary material for: Identification of candidate long non-coding RNAs in response to myocardial infarction
**Source:** BMC Genomics. 2014 Jun 10;15(1):460. doi: 10.1186/1471-2164-15-460

**Additional file 1**

**ONLINE SUPPLEMENT**

**Table S1.** Real-time quantitative PCR primers.

| LncRNA | Accession # | Forward primer | Reverse primer | T °C |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| 2310075C17Rik | ENSMUST00000161216 | ACAACAACAGATTAGATC | AGGACATTATAGCACTTA | 56 |
| 2310015B20Rik | NR_038041 | ACTGATCTCTACTACTTCG | TTGCTAGGACGTTATGAC | 56 |
| 1700123M08Rik | NR_040577 | ATGGCTACAGTTTGTGGA | TATTCACTCACAACAGCTT | 56 |
| 1810014B01Rik | NR_015572 | GCTGAGTTTAAGTATGTC | CTTTCCTTCATTTCTCTC | 56 |
| 2210409D07Rik | NR_045360 | CTCATCTACTAATCCCCAGAA | GCAAAACATTTTAATCACAACTG | 56 |
| Speer5-ps1 | NR_027506/  NR_001582 | AATCTTCCTTGGATGAATCTTCTT | CAGTCGCCTCAGTTCTCT | 54 |
| VL30 | NR_002860 | ACGTTCTCAAGATAGATAA | ACACACAATGGAATTTTC | 56 |
| 9430008C03Rik | NR_027887/  NR_015463 | ATCATCTAGTGCCTGGAA | ATGGGTTGACACAGATTT | 56 |
| 5830149P10Rik | NR_028427 | CTTGTTGTCTAAGTGAGTA | TTAATCGTTCCTCTAGTTG | 58 |
| Gm10872 | NR_045747 | TCAACACTTTCCATAGGT | ATTGTGAGGTCCAGATAG | 54 |
| Tgfb1 | NM_011577.1 | AGACATCTCACACAGTAT | CCAGGAATTGTTGCTATA | 60 |
| Mmp9 | NM_013599.3 | GCTGACTACGATAAGGAC | AAAGATGAACGGGAACAC | 52 |
| Ncf1 | NM_010876.3 | CAGGTGAACCGTATGTAA | CAGATACATGGATGGGAA | 56 |
| Tnf-alpha | NM_013693.1 | TCTTCTCATTCCTGCTTGTG | ACTTGGTGGTTTGCTACG | 56 |
| Ccr5 | NM_009917.5 | AACACCTGGATTATGAAT | CTGCTAAGTAAATTAGAGAA | 58 |
| Cxcr4 | NM_009911.3 | GCATCATCATCTCTAAGC | TAGGATGAGGATGACTGT | 56 |
| p53 | NM_011640.3 | GGAGTCACAGTCGGATAT | AAACTCCTCAACATCCTG | 60 |
| Nppb | NM_008726.4 | ATGATTCTGTTTCTGCTTT | ATTTCCTCCGACTTTTCT | 58 |

T °C: annealing temperature.

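Table S2 groups genes by pathway, with 1 gene often in several pathways, so that its 12 pathways hold 239 entries. In the arrays normalized here, the median log2 fold change of the tested genes of a pathway ranged from 0.81 for Regulation of actin cytoskeleton to 1.46 for NOD-like receptor signaling pathway. Of the 46 genes of Cytokine-cytokine receptor interaction, 45 were higher in MI mice and 25 passed the thresholds of 2-fold and an adjusted p of 0.05 from limma. Chemokine signaling pathway had 14 of 29 genes past the thresholds and Toll-like receptor signaling pathway had 7 of 18. Fc gamma R-mediated phagocytosis had 2 of 14. In the authors' normalized values, the corresponding counts were 44, 28, 18 and 12 genes.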

**Table S2.** Mining of microarray data using the DAVID database.

| **Term** | **Count** | **PValue** | **FDR (%)** | **Genes** |
| --- | --- | --- | --- | --- |
| Cytokine-cytokine receptor interaction | 46 | 5.68E-18 | 6.69E-15 | CXCL1, IL1R2, CCL3, TNF, CCL2, CXCL5, TNFRSF12A, CSF2RB2, CSF1, CXCL2, IL4RA, TNFSF14, CXCR2, KIT, CCL4, IL17RA, CCL7, TGFB2, IL11, CXCL10, CCL6, CLCF1, CXCR4, CXCR6, TNFRSF18, CSF2RB, IL1B, LTB, CSF2RA, IL6, BMP2, TNFRSF13B, TNFSF9, CCL17, INHBB, OSM, INHBA, CCL12, TNFRSF9, CCR7, CNTF, CCR5, RELT, PPBP, CCR2, CCR1L1 |
| Chemokine signaling pathway | 29 | 1.68E-09 | 1.98E-06 | CXCL1, CCL3, CCL2, FGR, CXCL5, NFKBIB, CXCL2, CXCR2, CCL4, CCL7, CCL6, CXCL10, RAC2, TIAM2, CXCR4, CXCR6, PIK3R5, PIK3CG, NCF1, HCK, VAV1, CCL17, CCL12, CCR7, ARRB2, PPBP, CCR5, CCR2, CCR1L1 |
| Hematopoietic cell lineage | 19 | 7.99E-09 | 9.41E-06 | IL1R2, IL6, TNF, CSF1, IL4RA, ITGA3, KIT, ITGB3, CD24A, ITGAM, IL11, CD37, TFRC, CD44, ITGA5, CD33, IL1B, CD14, CSF2RA |
| NOD-like receptor signaling pathway | 15 | 1.94E-07 | 2.29E-04 | CXCL1, IL6, TNF, CCL2, NFKBIB, CXCL2, CCL7, CCL12, NAIP2, MEFV, MAPK13, CASP8, PSTPIP1, IL1B, TNFAIP3 |
| Toll-like receptor signaling pathway | 18 | 6.37E-07 | 7.51E-04 | PIK3CG, CCL3, IL6, TNF, MAP2K3, TLR1, TLR2, TIRAP, TLR6, CCL4, CXCL10, IRF5, MAPK13, IRF7, CASP8, IL1B, PIK3R5, CD14 |
| Leukocyte transendothelial migration | 17 | 3.52E-05 | 4.15E-02 | PIK3CG, ICAM1, NCF2, NCF1, MMP9, NCF4, ACTN1, ITGB2, VAV1, VASP, ITGAM, ACTG1, RASSF5, RAC2, MAPK13, CXCR4, PIK3R5 |
| Regulation of actin cytoskeleton | 23 | 1.10E-04 | 1.30E-01 | GNA13, PIK3CG, ENAH, ARHGEF7, ACTN1, ITGB2, ITGA3, ITGB3, PIP5K1A, VAV1, ITGAM, PAK6, ACTG1, RAC2, TIAM2, ITGAX, ITGA5, PAK3, RRAS2, CFL1, PIK3R5, CD14, FGD3 |
| Fc gamma R-mediated phagocytosis | 14 | 2.21E-04 | 2.60E-01 | PIK3CG, PTPRC, MARCKSL1, NCF1, HCK, SPHK1, ARF6, PIP5K1A, VAV1, VASP, FCGR2B, RAC2, CFL1, PIK3R5 |
| Jak-STAT signaling pathway | 17 | 6.40E-04 | 7.51E-01 | PIK3CG, PTPN6, IL6, CSF2RB2, SOCS3, STAM2, IL4RA, SOCS1, PIM1, IL11, OSM, CNTF, CLCF1, CSF2RB, PIK3R5, MYC, CSF2RA |
| Natural killer cell mediated cytotoxicity | 14 | 1.83E-03 | 2.13E+00 | PIK3CG, ICAM1, PTPN6, TNF, FCGR4, ITGB2, VAV1, HCST, FCGR3, RAC2, FCER1G, PIK3R5, SH3BP2, TYROBP |
| Cytosolic DNA-sensing pathway | 9 | 2.00E-03 | 2.33E+00 | TMEM173, IL6, IRF7, NFKBIB, RIPK3, IL1B, CCL4, ZBP1, CXCL10 |
| Focal adhesion | 18 | 4.10E-03 | 4.72E+00 | PIK3CG, COL4A2, COL4A1, PGF, ACTN1, ITGA3, ITGB3, FLNC, FLNB, VAV1, VASP, ACTG1, PAK6, RAC2, PAK3, ITGA5, PIK3R5, THBS1 |

Pathways over-represented by differentially expressed transcripts with a false discovery rate (FDR) <5% are shown.

**Figure S1**. Detailed analytical pipeline for microarray experiments.

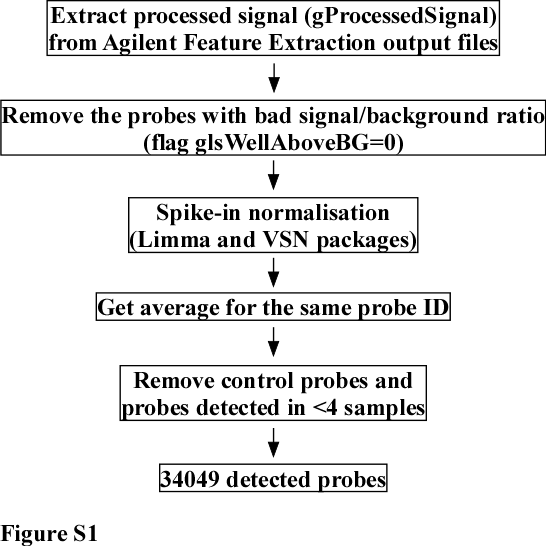

**Supplement:** Supplementary file 1 — Additional file 1: Online supplement. Table S1. Real-time quantitative PCR primers. Table S2. Mining of microarray data using the DAVID database. Figure S1. Detailed analytical pipeline for microarray experiments.

How the deposited data were processed for this re-analysis (not part of the article)

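Cardiac RNA of the derivation group was measured 24 hours after surgery in 4 MI mice and 4 sham-operated mice, with 1 array of the mouse SurePrint G3 8x60K type per mouse and RNA labeled in 1 colour. Conditions were taken from the sample labels. The 8 arrays lay on 1 slide and were scanned in 1 scan. They stood in 2 rows with 2 arrays of each group in each row, so that the row is not confounded with the group. The number of arrays limits the precision of every value.

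Per the file headers, the deposited intensities are processed signals of Feature Extraction 11.0.1.1: the local background was subtracted, spatial trends were removed within each array, and a surrogate value was given to spots not above background. No normalization between arrays had been applied to them. The median intensity of each spot and of its local background was also used, as deposited. The log2 values of the authors were made from the processed signals of spots well above background, normalized between arrays with the spike-in probes by limma and vsn, and averaged over the spots of a probe, with a probe missing where no spot was well above background. A comparison with the scanner output gave the scale and additive constant of each array in the authors' values, with no misfit beyond rounding. The additive constants were between 3.16 and 19.6.

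For the values computed here, the likelihood of the vsn model was fitted with an own implementation to 234 spots of 7 spike-in probes that were well above background on all arrays, since the vsn package was not installed. Each array received a scale and an additive constant, and the values were placed on a log2 scale. The constants were between 166 and 257. Tested on 250 simulated spots, the largest error of a scale was 0.00974 on the log2 scale. The simulated constants were smaller than those fitted here, so this test does not speak for the size of the constants. Spots with outlier flags were left out, spots of the same probe were averaged, and control probes and probes well above background on fewer than 4 of the 8 arrays were left out, which left 34038 probes. Between 58.6% and 66.4% of the spots of an array were well above background.

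MI mice were compared with sham-operated mice in limma 3.58.1 (R 4.3.3), without covariates. A probe was called when its fold change was over 2 and its p, adjusted by the Benjamini-Hochberg method over all retained probes, was under 0.05. Single values were also compared with an exact two-sided permutation test of the difference in means. The other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and matplotlib 3.10.9 for the figures. Significance analysis of microarrays was programmed with its fudge constant and 70 label permutations, which are all that 8 mice allow. On simulated values for 33865 probes, 200 of them changed 4-fold between 4 and 4 mice, limma recovered 97.0%, significance analysis of microarrays 97.5% and the t-test after the Benjamini-Hochberg adjustment 90.5% of the changed probes, each with 0 false calls.

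The principal component analysis used probes with a value on all arrays, centred and not scaled. Correlations of MIRT1 and MIRT2 with 11 remodeling genes were computed on deviations from the group means, with exact permutation of the mice within groups and adjustment over 22 pairs. These genes are those that the text or Table S1 names. Gene symbols came from the GRCm38 annotation through RefSeq accessions. For each gene or lncRNA, the retained probe with the highest mean signal was used. The genes named in the text are the Table 1 lncRNAs, the remodeling genes, Ptprc and Gapdh, and in each direction the 5 genes with the largest fold among those called, well above background without saturation on all 8 arrays, and with groups that do not overlap. Any other gene was named after its values were seen. Lists of marker genes for neutrophils, monocytes and macrophages, T cells, B cells, cardiomyocytes, fibroblasts, endothelial cells and smooth muscle, a list of clock genes high with Arntl, a list high with Dbp and a list of Y-chromosome genes were each given as the median log2 fold change and its percentile among 10000 random lists of the same size, matched on mean signal in 20 bins.

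The groups, tests, rules for named genes, marker lists of cell types and most alternatives were set before the data were examined. These alternatives were scaling to the 75th percentile of each array, a shift by the spike-in signals alone, quantile normalization, spots not well above background set to missing, no filter on detection, detection on all 8 arrays, the median of spots, significance analysis of microarrays, an unmoderated t-test, blocks for replicate number and array row, the authors' normalized values, and each mouse left out in turn. A few more were chosen after seeing the data. Normexp background correction with an offset of 50 on the median intensities took the place of a planned one on mean intensities. Mean intensities were not used here. The additive constants and array scales of the authors' values were put in place of those of the spike-in fit. Significance analysis of microarrays was also run on the authors' values. The fixed fit with its large constants was kept as the main one.

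The PCR, in situ hybridization, imaging and time course experiments were not analysed here, nor were the alignment of probes to lncRNA databases and the test of pathways. CD68 was left out because no probe could be paired with Cd68. Genes labelled only in the picture of Figure 6A were left out because no list was read from a picture.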

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

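The grouping of intergenic intervals by chromosome and the splits of the 8 mice were tested only after the result was seen; the other tests of this part were written down before it. Among 114 groups of 4 mice, 7 held a mouse far from the other 3, where chance gives about 1 in 20 groups, or 5.7. Of these, 3 concern sham replicate 2, which had the lowest signal of its group for Gm8884 (log2 7.88, the others 8.04 to 8.06), Hmga2-ps1 (8.13, the others 8.25 to 8.27) and NEAT1 (11.17, the others 11.78 to 11.87). In MI replicate 4, 3300005D01Rik was high (8.78, the others 8.33 to 8.40), and in MI replicate 2, Art4 was low (10.48, the others 11.46 to 11.62). As the number of such groups is close to that of chance, these 5 were not followed up, and neither a technical nor a biological explanation was tested for them.

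The brightest probe of 2810442I21Rik had a log2 signal of 12.94 in MI replicate 2 and from 7.88 to 7.98 in the other MI mice. Of the 1 other retained probe of that name, 0 stood apart in the same mouse. This is consistent with a fault of 1 spot or probe, which may also explain why the direction of the mean depends on this mouse. On that array, 4 retained probes lay over 8-fold from the other 3 MI mice while those lay within 2-fold of each other. A transcript form seen by 1 probe only in 1 mouse was not tested and stays open.

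The share of spots well above background was 65.75% in sham replicate 1 and from 58.59% to 59.08% in the other sham-operated mice. Before normalization, this array ranked 1 among the sham-operated mice by its 75th percentile of log2 signal (9.09, the others 8.35, 8.51 and 8.43), as a brighter array would. Among the MI mice the share did not follow this percentile throughout. MI replicate 3 had the largest share (66.39%) with a percentile of 8.86, and MI replicate 4 had 62.38% with 9.07. A brighter array as the cause stays open. No biological explanation was tested.

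Probes outside those that the paper discusses also differed between the groups. Outside the names of Table 1, 47 probes without NM prefix passed 2-fold and the adjusted threshold of limma. All 47 were higher in MI mice, and with the authors' normalized values 187 such probes passed. Among the 47 are 1 probe with the prefix NR, 2 with XM, 1 with XR, 9 named by an Ensembl transcript, 3 by an AK sequence and 15 by a genomic interval. Singled out after their values were seen, 3 intervals in 1 overlapping stretch of chromosome 3 had 8 of 12 retained probes past the thresholds. With the authors' normalized values, 9 passed. The log2 fold changes of the 8 were from 1.33 to 1.77, with adjusted p of at most 0.00105 from limma. These 3 intervals lie on the same strand and are not 3 separate loci. On chromosome 1, 1 interval had 3 of 3, from 1.38 to 1.50. That several probes of 1 interval rose counts against a fault of single probes there. Whether the 47 are probes of protein-coding genes under another name cannot be told apart from non-coding transcripts: the annotation names 1 of them, and 0 carry the symbol of a protein-coding gene.

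The genes with the largest changes under the rule for named genes are not discussed by the paper. Nmrk2 (log2 fold change 5.20), Hspa1a (3.96), Retnlg (3.92), Cstdc4 (3.86) and Cstdc5 (3.38) were higher in MI mice, and Ctnnal1 (-1.45), Armc2 (-1.40), Lsmem1 (-1.38), Cep112 (-1.37) and Art4 (-1.18) were lower. Each had the same direction under every alternative run. Of the 35 splits of the 8 mice into 4 and 4, only the real one, 1 split, gave as many called probes, and the next gave 2; after scaling to the 75th percentile the real split was again the only 1, and the others gave 0. The real split alone is the smallest share of splits that the design allows (2.86%). This counts against chance for the number of calls, though not gene by gene. The calls of the 5 lower genes were lost without some of the mice, Art4 without each of the 8 (log2 fold change -0.92 without MI replicate 2). Another retained probe each of Ctnnal1, Armc2 and Art4 was not called (-0.46, -0.20 and -0.54). Both rows of the slide hold 2 arrays of each group, so the row cannot produce the differences. The effect of the infarct and the entry of blood cells are biological explanations that stay open here; Retnlg also belongs to the list of neutrophil genes.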

How the results depend on the processing

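Normexp on the median signal, the additive constants of the authors' values and significance analysis of microarrays on the authors' values were chosen only after results had been seen; the other alternatives were planned. MIRT1 and MIRT2 were higher in MI mice and past 2-fold and the adjusted threshold under every alternative run, with log2 fold changes from 1.14 to 2.57 for MIRT1 and from 1.89 to 4.10 for MIRT2. No probe called in the values normalized here changed direction under any alternative. The number of calls depended most on the normalization between arrays, and these compare with 333 probes in all, 320 higher and 13 lower, 4 Table 1 lncRNAs, 56 Table S2 genes, 3 probes with NR prefix, 53 probes without NM prefix, a log2 fold change of 0.55 for Ptprc (adjusted p = 0.0125 from limma), a share of 31.6% for principal component 2 and a median within-group r of -0.005 for MIRT1 and 0.361 for MIRT2.

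Scaling to the 75th percentile gave 1444 probes, 1043 higher and 401 lower (72.2% higher, against 96.1% in the spike-in fit), with 23 Table 1 lncRNAs, 100 Table S2 genes, 27 probes with NR prefix and 435 without NM prefix. Ptprc reached 1.04 (adjusted p = 0.0147 from limma), principal component 2 carried 15.2%, and the median r of MIRT1 was 0.406, on the other side of 0. The shift by the spike-in signals alone gave 1540 probes, 1346 higher and 194 lower, with 25 Table 1 lncRNAs, 112 Table S2 genes, 27 probes with NR prefix and 471 without NM prefix, a log2 fold change of 1.18 for Ptprc (adjusted p = 0.00503 from limma) and a median r of 0.158 for MIRT1. Quantile normalization gave 1411 probes, 952 higher and 459 lower, with 23 Table 1 lncRNAs, 98 Table S2 genes, 27 probes with NR prefix, 420 without NM prefix, 14.4% for principal component 2 and a median r of 0.382 for MIRT1. Of the 333 probes, 316 were also called after scaling to the 75th percentile, 333 after the shift and 325 after quantile normalization. Normexp on the median signal gave 522 probes, 421 higher and 101 lower, with 10 Table 1 lncRNAs, 7 probes with NR prefix and 103 without NM prefix. There the median r was 0.427 for MIRT1 and 0.503 for MIRT2, and 1 pair of each lncRNA passed the adjusted threshold (adjusted p = 0.0191 by exact permutation), as none did under the other settings run for the correlations. The median log2 fold change of all probes was 0.03 in the spike-in fit. It was 0.12 after the shift and -0.12 with normexp.

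The authors' normalized values gave 986 probes, 858 higher and 128 lower, with 25 Table 1 lncRNAs, 112 Table S2 genes, 14 probes with NR prefix, 232 without NM prefix, a log2 fold change of 1.098 for Ptprc (adjusted p = 0.00178 from limma) and a median r of 0.0720 for MIRT1. With their additive constants and scales in place of the fitted ones there were 1184 probes, 1046 higher and 138 lower. That run had 25 Table 1 lncRNAs, 112 Table S2 genes, 22 probes with NR prefix, 319 without NM prefix and 1.098 for Ptprc. Significance analysis of microarrays on the authors' values gave 948 probes, 823 higher and 125 lower, with 24 Table 1 lncRNAs, 109 Table S2 genes, 14 probes with NR prefix, 218 without NM prefix and 1.098 for Ptprc. The run with the authors' constants also took their array scales and a plain log2. The rise from 333 to 1184 calls there can thus not be assigned to the constants alone. For the other normalizations, for the sign of the median r of MIRT1 and for the share of principal component 2, the cause was not tested. Among single genes and lists, 24 results newly passed their threshold after scaling to the 75th percentile, 24 after quantile normalization, 28 after the shift, 7 with normexp and 26 with the authors' normalized values, and none dropped out.

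Filters and tests changed the count past 2-fold less. At any fold, the 1271 probes with an adjusted p under 0.05 became 4935 with a block for the replicate number, 3055 by significance analysis of microarrays, 5973 after scaling to the 75th percentile, 6142 after quantile normalization, 6249 with normexp and from 588 to 2270 with 1 mouse left out, and the cause was not tested. No filter on detection left 4 lower probes of 299, where more probes share the adjustment, and lost the calls of 5 named genes. The unmoderated t-test after adjustment called 233 probes, with 1 lower and 35 without NM prefix, and lost the calls of 7 named genes; the cause was not tested. The other filters, the median of spots, significance analysis of microarrays on the values normalized here and the t-test without adjustment gave from 329 to 344 probes. Same-numbered MI and sham mice had correlations of deviations from 0.001 to 0.364, other pairs from -0.369 to 0.404. The same-numbered values lie inside the range of the other pairs, so these correlations show no pairing by number. As the block for the replicate number raised the count at any fold from 1271 to 4935, pairing cannot be excluded either. A block for the replicate number gave 341 probes and lost the call of Lsmem1 among the named genes, and a block for the array row gave 327 and lost those of Armc2 and Art4.

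With each mouse left out in turn, the count of all called probes ranged from 262 to 382, that of lower probes from 3 (without MI replicate 3) to 23 (without MI replicate 1), that of Table 1 lncRNAs from 3 to 6, that of Table S2 genes from 45 to 59 and that of probes with NR prefix from 2 to 6 (without MI replicate 2). The share of principal component 2 ranged from 16.1% (without MI replicate 2) to 35.7%. Art4 lost its call in 8 of the 8 runs, Ctnnal1 and Armc2 in 5, Lsmem1 and Cep112 in 4, 2310040G24Rik in 3 and Mmp9 in 2, while VL30, Gm15645, Mir22hg and 4833427F10Rik each gained it in 1. These runs have fewer samples. The median of the cardiomyocyte list was -0.07, ranged from -0.15 (without MI replicate 3) to 0.036 (without MI replicate 2) and changed sign without MI replicate 2 and sham replicate 3 (0.02), and the cause was not tested. Alternatives for CD68 were not run, since no probe could be paired with it, and the planned normexp on mean intensities was not run.

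Signal over background limits what can be said of dim probes. The median signal was 418 for retained probes with NM prefix and 76.0 for those without it, and the additive constants exceed the latter. The fold changes of MIRT1 and MIRT2 were smaller in the spike-in fit than under each other normalization run, and the second MIRT1 probe, with a mean signal of 22.4 in MI mice and 8.58 in sham-operated mice, moved by 0.09 in the spike-in fit and 1.53 after the shift alone.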

Differences from the paper's values

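Normexp on the median signal was chosen only after the values had been seen. So were the additive constants and scales of the authors' values in place of the fitted ones, and significance analysis of microarrays on those values. For differentially expressed probes, the paper's value is 918 and the value here is 333. Of the alternatives set before the data were examined, the authors' normalized values (986) come within 1.5 times of the paper's count; scaling to the 75th percentile (1444), the shift by the spike-in signals (1540), quantile normalization (1411), the other filters and tests, the blocks and each mouse left out do not. The settings chosen after seeing the values, the constants of the authors' values (1184) and significance analysis of microarrays on those values (948), come within it as well, and normexp (522) does not. For differentially expressed genes, the paper's value is 704 and the value here is 256 genes with a symbol. Here the authors' normalized values (685), scaling to the 75th percentile (911), the shift (958) and quantile normalization (896) come within 1.5 times among the alternatives set beforehand, as do 781 and 663 with the constants and with significance analysis of microarrays on the authors' values, both chosen after seeing the values. The filters, the tests on the values normalized here, the blocks, the median of spots, each mouse left out and normexp (387) do not.

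Table 1 has 20 lncRNAs higher and 10 lower in the paper, and 3 higher and 1 lower passed the thresholds here. Among the alternatives set beforehand, scaling to the 75th percentile (14 and 9), the shift (16 and 9), quantile normalization (14 and 9) and the authors' normalized values (16 and 9) come within 1.5 times, and the filters, tests, blocks, the median of spots and each mouse left out do not. With the constants of the authors' values (16 and 9) and with significance analysis of microarrays on those values (16 and 8), both chosen after seeing the values, the counts also come within it, and normexp (4 and 6) does not. Taking any probe of a name instead of the brightest, 5 passed here, VL30 in addition (log2 fold change 1.39), and all 30 passed with the authors' normalized values. VL30 and Gm15645 passed also without MI replicate 2, and Mir22hg and 4833427F10Rik without MI replicate 4.

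Folds are given as MI over sham-operated mice. A fold is taken to come within the paper's when the larger is at most 1.5 times the smaller or, except for MIRT1 and MIRT2, when the log2 values differ by no more than the larger SD of the groups. The paper's fold and the fold here, in this order, were 13.54 and 3.93 for MIRT2, 5.24 and 2.32 for MIRT1, 2.63 and 1.36 for Speer5-ps1, 2.56 and 1.38 for Gm8884, 2.33 and 1.22 for AI506816, 2.31 and 1.26 for Gm10791, and 2.01 and 1.19 for 6330407A03Rik. For these 7, scaling to the 75th percentile, the shift, quantile normalization and the authors' normalized values come within the paper's value among the alternatives set beforehand (MIRT2 15.5, 17.1, 15.2 and 13.5; MIRT1 5.40, 5.95, 5.28 and 5.24). So do the 2 later settings on the authors' constants or values, chosen after seeing the values, and no filter, test, block, median of spots, mouse left out or normexp does.

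For Hmga2-ps1 (the paper's 2.48, here 1.52), 3300005D01Rik (2.34, 1.35), 5430416N02Rik (2.20, 1.23), 2310075C17Rik (0.36, 0.73), 1810014B01Rik (0.38, 0.62) and 2310015B20Rik (0.39, 0.59), the paper's value first in each pair, the same settings come within it, and so does normexp, chosen after seeing the values. For 2310015B20Rik, leaving out sham replicate 3 (0.561), MI replicate 4 (0.555) or sham replicate 4 (0.578) does so too. The remaining alternatives set beforehand do not. For 2210409D07Rik (the paper's 0.42, here 0.80), the authors' normalized values (0.432) come within it among the alternatives set beforehand and normexp (0.507) among those chosen after seeing the values. Scaling to the 75th percentile (0.131), the shift (0.144) and quantile normalization (0.129) give lower values that do not, and the others set beforehand that retain its probe do not either.

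For NEAT1 (the paper's 2.23, here 1.19), 2700023E23Rik (the paper's 2.09, here 0.74) and Pvt1 (the paper's 2.05, here 1.12), no alternative comes within the paper's value on the brightest probe, the authors' normalized values included (1.19, 0.726 and 1.21). Another retained probe of each name does so in the authors' normalized values (2.24, 2.09 and 2.05). It was picked out by that match, and its log2 fold change in the values normalized here was 0.82, 0.87 and 0.54.

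A pooled coefficient is taken to differ when the gap from the figure exceeds its jackknife standard error. Over all 8 mice, Spearman's rho of MIRT2 with Trp53 is about 0.93 in Fig. 6B, read by eye, and 0.976 here. Its rho with Cxcr4 is about 0.86 in Fig. 6B, read by eye, and 0.976 here (jackknife standard error 0.0409 for both). The coefficient of MIRT1 with Tnf lies within its standard error (about 0.81 in Fig. 6B, read by eye, and 0.905 here, jackknife standard error 0.0995). Of the alternatives set beforehand and run for these coefficients, the shift and the authors' normalized values come within the figure's values (0.929 and 0.857 under both). Scaling to the 75th percentile, quantile normalization, spots set to missing and the median of spots do not, nor does normexp, chosen after seeing the values.

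The paper ranks MIRT1 as the second most increased lncRNA on the arrays. By the brightest probe of each Table 1 lncRNA it ranked 3 here, after MIRT2 and 9430008C03Rik, and 2 with the authors' normalized values. The paper gives 2700023E23Rik as higher and 2810442I21Rik as lower in MI mice, while the log2 fold changes of the brightest probes were -0.43 and 1.15 here, and -0.46 and 1.31 with the authors' normalized values. On the probes that match the folds of Table 1 in the authors' normalized values, picked out by that match, the directions are those of the paper (0.87 and -0.42 here). Without MI replicate 2, that of 2810442I21Rik was -0.10. The paper states that Lif was correlated with MIRT1 alone and Nos3 with MIRT2 alone. Over all 8 mice, the smallest rho past the paper's threshold is 0.707. Lif had a rho of 0.833 with MIRT1 and 0.738 with MIRT2 here, and so passed with both lncRNAs. Under the authors' normalized values, Lif has a value in 7 mice, for which the smallest passing rho is 0.754, and with 0.714 for both it passed with neither. Nos3 had 0.690 with MIRT1 and 0.786 with MIRT2, and so passed with MIRT2 alone here as in the paper, but had 0.429 and 0.595 under the authors' normalized values and passed with neither. The paper describes a clear separation of the groups by principal component analysis. The scores overlapped on component 1 and on component 2, each taken alone, in the values normalized here, although a line in the plane of both separates the groups (as for 5 of the 35 splits of the mice), and did not overlap on component 1 with the authors' normalized values, scaling to the 75th percentile or quantile normalization, nor with normexp and the constants of the authors' values, both chosen after seeing the values. They also did not overlap on component 1 without MI replicate 1, without MI replicate 2 or without sham replicate 2, and on component 2 without MI replicate 3 or without sham replicate 4.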

Other observations

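The tests of the additive constant, of the direction of the calls, of pooled correlations of all retained probes and of a line in the plane of components 1 and 2 were chosen only after the result was seen; the other tests of this part were written down before it. For component 1, for the neighbours of lncRNAs and for the clock genes, the outcome was the one written down as counting against the explanation, and reading these as open was decided only after the values were seen; the fibroblast list was picked as the deciding value for neutrophil genes after the values were seen as well. The folds of the Table 1 lncRNAs in the values normalized here are smaller than the paper's. On the probe that matches the paper, available for 28 lncRNAs, the median ratio of the paper's fold to the fold here, taken as larger group over smaller, was 1.57. With the additive constants and array scales of the authors' values put in place of the fitted ones, it was 0.9996. It was 0.932 for the shift without constants and 0.936 after scaling to the 75th percentile. The additive constant is a candidate explanation for the smaller folds.

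Most calls were higher in MI mice (96.1%). A shift of whole arrays left by the spike-in scaling would bring higher and lower calls to about equal numbers once arrays are scaled to each other. The share stayed at 72.2% after scaling to the 75th percentile and 67.5% after quantile normalization, so such a shift is not the whole cause. Both settings also work without the additive constants; the shift by the spike-in signals without constants gave 87.4%, and the difference from 96.1% can thus not be assigned to array scaling alone. All 7 of 7 retained Gapdh probes were higher in MI mice under each normalization run (log2 0.16 to 0.62 in the values normalized here, 0.02 to 0.50 after scaling to the 75th percentile), with 0 called by limma and an exact permutation p of 0.314 for the brightest. These probes measure 1 transcript, and a change of Gapdh was not shown.

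Component 1 of the principal component analysis did not by itself separate the groups in the values normalized here, while a line in the plane of components 1 and 2 did, as for 5 of the 35 splits of the mice. Its scores correlated with the 75th percentile of each array after normalization (Pearson's r = 0.844, n = 8 arrays, exact permutation p = 0.00915; Spearman's rho = 0.905), below the bound of 0.9 set for r, and the share of component 1 did not fall after scaling to the 75th percentile as the shift would require (43.8% before, 46.5% after). By the criteria set beforehand both count against the shift. Yet components 1 and 2 together explained 98.3% of the variance of that percentile. The groups separated on component 1 after scaling to the 75th percentile, after quantile normalization and with normexp (exact permutation p = 0.0286 for each), but also with the authors' normalized values, which keep the spike-in scaling. An array-wide shift left by the spike-in scaling and real differences between mice therefore cannot be told apart for this component, because the criteria and the share of explained variance point in opposite directions and settings with and without that scaling both separate the groups. The percentile itself did not differ between the groups (exact permutation p = 0.486).

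Over all 8 mice, MIRT1 and MIRT2 each had a Spearman coefficient past the paper's threshold with 10 of 11 remodeling genes. When mice were exchanged within their groups, which keeps the difference between the groups and breaks any other relation, 14.93% of the orders gave at least as many for MIRT1 and 14.93% for MIRT2, with a median of 7 and a range from 0 to 11. The shares are identical because both lncRNAs separate the groups completely. For 2 unrelated probes that each separate the groups completely, the mean rho is 0.762 and 72.0% of the orders pass. Of all retained probes, 16.1% passed with MIRT1 and 15.0% with MIRT2, where 5.76% do by chance. The pooled coefficients are consistent with the difference between the groups alone, and a relation beyond it stays open. If a shift of arrays made the coefficients within groups, scaling to the 75th percentile would lower their median. For MIRT2 the median r rose from 0.361 to 0.516, the outcome written down as counting against the shift, but the median rho fell from 0.643 to 0.476. For MIRT1 the median r went from -0.005 to 0.406, where a start near 0 left nothing to lose, and the median rho was 0.190 in both. An effect of the shift and its absence cannot be told apart for either lncRNA, as r and rho differ, and this reading was chosen after the values were seen. MIRT1 and MIRT2 had a within-group r of 0.684 with each other (exact permutation p = 0.198).

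Of the cell type lists, neutrophil genes rose most, with a median log2 fold change of 1.50 at percentile 100 of the random lists. Of 8 genes, 7 had a retained probe and 5 passed the thresholds, and the abundant S100a8 and S100a9 rose by 2.99 and 2.78. Csf3r (0.09) and Lcn2 (0.65) did not pass, and Csf3r had the other sign after scaling to the 75th percentile (-0.04) and with normexp. The medians of the other lists, with percentiles, were 0.15 (81.9) for monocytes and macrophages, 0.18 (92.4) for T cells, 0.09 (95.2) for B cells, -0.07 (43.2) for cardiomyocytes, 0.24 (91.1) for endothelial cells, 0.18 (81.6) for smooth muscle and -0.39 (0) for fibroblasts. The B cell median was larger and past the random lists after scaling to the 75th percentile (0.66, percentile 99.1), after the shift (0.80) and after quantile normalization (0.60), and 0.01 with normexp. A lower share of cardiomyocytes would raise every other list alike. The outcome written down as counting against it, endothelial or smooth muscle lists that do not rise, was not clearly met, as both medians were above 0 but within the random lists. The fibroblast median of -0.39 and the neutrophil median lie farther apart than the spread of their members (SD 0.33 and 1.38), which counts against it as the cause. The size of the fibroblast median depends on single mice: it was -0.11 (percentile 1.45) without MI replicate 2 and -0.25 without sham replicate 1, below 0 in every such run, while the neutrophil median stayed at 1.49 and 1.53 in these 2 runs. An entry of neutrophils, a change of expression within resident cells and the mix of cells in the sampled tissue stay open, as no test here separates them.

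No nearest protein-coding gene beside MIRT1 or MIRT2 was called (0) in the values normalized here. Beside MIRT1, Smndc1 had a log2 fold change of -0.01 (exact permutation p = 0.914) and Dusp5 0.26 (exact permutation p = 0.0286), and beside MIRT2, Grina had 0.81 (adjusted p = 0.0820 from limma). Smpd5 and Spatc1, which overlaps MIRT2, had no retained probe. Dusp5 was called after scaling to the 75th percentile (1.95) and with the constants of the authors' values (1.49), so that regulation shared with a neighbour and separate regulation cannot be told apart: the dim Dusp5 probe depends on the constants and MIRT2's neighbours are covered in part. Neighbours were taken from the GRCm38 annotation. The 6 Table 1 lncRNAs not matched to the annotation, and genes that overlap an lncRNA, were left out of the counts over Table 1. Of 41 neighbours with a retained probe, 25 moved in the direction that Table 1 gives their lncRNA. In it, 2 were called, Ier3 (2.25) and Rasl11b (1.55). Myc beside Pvt1 (0.88) was called after scaling to the 75th percentile (1.15) and with the constants of the authors' values (1.23). The lncRNA beside Rasl11b, 2700023E23Rik, had the other direction on its brightest probe here (-0.43). The median of the 41 neighbours in the direction of Table 1 was 0.08, at percentile 93.24 of random lists, inside the central 95% of them. By the criterion set beforehand this counts against shared regulation; it is read as open because most neighbours moved in the direction Table 1 gives and dim probes depend on the constants.

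Clock genes were examined because hearts taken at different times of day would move 2 lists in opposite directions. The list high with Arntl had a median of 0.10 at percentile 87.44, and the list high with Dbp had -0.25 at percentile 0.09. After quantile normalization the former was -0.01, and without sham replicate 2 it was -0.02. The latter was -0.08 without MI replicate 2, and -0.10 at percentile 6.88, inside the random lists, without MI replicate 4. A difference in time of day and an effect of MI on the genes high with Dbp cannot be told apart, because only 1 of the lists lies outside the random lists and its place there depends on single mice, although by the criterion set beforehand this counts against the time of day. Xist was well above background on 0 arrays, and Ddx3y and Eif2s3y on 8 of 8, the pattern of male mice throughout, which counts against a sample from, or mixed with, a female mouse. The list of Y-chromosome genes had a median of -0.03 at percentile 31.9. Of the 30 names of Table 1, the annotation lists 20 as lncRNA and 4 as transcribed pseudogenes, and 6 could not be matched.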
